# Transcriptional profiling of β-2M^−^SPα-6^+^THY1^+^ spermatogonial stem cells in human spermatogenesis

**DOI:** 10.1016/j.stemcr.2022.02.017

**Published:** 2022-03-24

**Authors:** Maelle Givelet, Virginie Firlej, Bruno Lassalle, Anne Sophie Gille, Clementine Lapoujade, Isabelle Holtzman, Amandine Jarysta, Farahd Haghighirad, Florent Dumont, Sébastien Jacques, Franck Letourneur, Françoise Pflumio, Isabelle Allemand, Catherine Patrat, Nicolas Thiounn, Jean Philippe Wolf, Lydia Riou, Virginie Barraud-Lange, Pierre Fouchet

**Keywords:** human, spermatogenesis, stem cell, transcriptome

## Abstract

Male infertility is responsible for approximately half of all cases of reproductive issues. Spermatogenesis originates in a small pool of spermatogonial stem cells (SSCs), which are of interest for therapy of infertility but remain not well defined in humans. Using multiparametric analysis of the side population (SP) phenotype and the α-6 integrin, THY1, and β-2 microglobulin cell markers, we identified a population of human primitive undifferentiated spermatogonia with the phenotype β-2 microglobulin (β-2M)^−^SPα-6^+^THY1^+^, which is highly enriched in stem cells. By analyzing the expression signatures of this SSC-enriched population along with other germinal progenitors, we established an exhaustive transcriptome of human spermatogenesis. Transcriptome profiling of the human β-2M^−^SPα-6^+^THY1^+^ population and comparison with the profile of mouse undifferentiated spermatogonia provide insights into the molecular networks and key transcriptional regulators regulating human SSCs, including the basic-helix-loop-helix (bHLH) transcriptional repressor HES1*,* which we show to be implicated in maintenance of SSCs *in vitro.*

## Highlights

• Human β-2M^−^SPα-6^+^THY1^+^ undifferentiated spermatogonia are enriched in stem cells
• Comparative transcriptomics analysis of human and murine spermatogonia
• HES1 is involved in the physiology of SSCs *in vitro*

## Introduction

Throughout a male’s reproductive life, the pool of spermatogonial stem cells (SSCs) can self-renew or differentiate before undergoing meiosis and then spermiogenesis to produce sperm. SSCs constitute a potential source of cells that can be used to develop regenerative medicines for infertility, especially after cancer treatments during childhood. Testicular transplantation of SSCs has been found to lead to efficient production of functional sperm and restoration of fertility in several animal models (Brinster, 2007), including non-human primates (Hermann et al., 2012).

In mice, the best-characterized mammal model, SSCs are a subpopulation of A_single_ (A_s_) spermatogonia in the adult testis (de Rooij, 2017). These stem cells can self-renew or differentiate into committed paired (A_p_) and aligned (A_al_) spermatogonia, which are collectively called undifferentiated spermatogonia. However, this hierarchical model has been questioned because of recent evidence showing some equipotency in terms of regenerative potential among GFRA1^+^ undifferentiated spermatogonia, with stemness apparently not restricted to only A_s_ spermatogonia (Hara et al., 2014). Compared with mice, identification of the SSC pool and the molecular mechanisms governing their self-renewal and differentiation remains largely elusive in humans. The prevailing model holds that human spermatogenesis arises from A_dark_ and A_pale_ spermatogonia, which are thought to represent reserve and active stem cells, respectively (Ehmcke and Schlatt, 2006). Recent single-cell RNA sequencing (scRNA-seq) studies greatly contributed to highlight the heterogeneity of the premeiotic spermatogonial population and helped to define different cell states in the population of primitive spermatogonia (Wang et al., 2018; Guo et al., 2018; Hermann et al., 2018; Sohni et al., 2019). As illustrated by the previous studies describing several cell surface proteins enabling selection of populations of human spermatogonia with repopulation potential after testicular transplantation (Zohni et al., 2012; Dovey et al., 2013; Nickkholgh et al., 2014; Valli et al., 2014; Tan et al., 2020; Shami et al., 2020), reliable phenotypic markers that allow purification and study of populations of stem cells and progenitors are of significant importance to understand the self-renewal of human SSCs.

Here we developed a fluorescence-activated cell sorting (FACS)-based method that enabled us to purify a population of primitive undifferentiated spermatogonia, highly enriched in SSCs, and five premeiotic, meiotic, and postmeiotic populations of human germ cells. We established an exhaustive transcriptome of human spermatogenesis and examined the dynamics of gene expression throughout the developmental process. This study provides insights into the molecular networks potentially implicated in regulation of primitive spermatogonia and SSCs in humans.

## Results

### Characterization of adult human spermatogenesis using β-2 microglobulin, side population, α-6 integrin, THY1, and DNA content markers

We and others have shown previously that, in mice, SSCs and spermatogonial progenitors express α-6 integrin and Thy-1 and harbor the side population (SP) phenotype according to an analysis of vital DNA dye efflux by the (ATP Binding Cassette) ABC transporter *Bcrp1/Abcg2* (Lassalle et al., 2004; Falciatori et al., 2004; Barroca et al., 2009). Assuming that mouse and human models of SSCs and spermatogonial progenitors share some characteristics, we applied this multi-parameter flow cytometry strategy (Figure 1A) to characterize human spermatogenesis using this set of markers and the pan-somatic marker β-2 microglobulin (Figure S1A). Viable cells (gate R1) were analyzed using forward and side scatter to remove elongated spermatids and sperm from further analyses (gate R2). After gating for β-2 microglobulin (β-2M)^−^ cells to remove somatic cells, we were able to resolve the complex Vybrant red and blue fluorescently labeled cells into five major cell populations, including an SP containing cells that actively excluded the DNA dye. Subpopulations 2 (4N DNA content), 3 (2N DNA content), and 4 (N DNA content) were assumed to correspond to spermatocyte I, spermatocyte II, and haploid (N) spermatids cells, respectively. To further this characterization, the SP population was divided based on α-6 integrin and THY1 expression. β-2M^−^α-6^+^THY-1^+^ cells and β-2M^−^α-6^med^THY1^−^ cells represented, respectively, 0.77% ± 0.2% and 0.95% ± 0.2% of the β-2M^−^ cell population (n = 5). Using the opposite gating scheme, we confirmed that β-2M^−^α-6^+^THY1^+^ cells were found mainly in the SP population and represented 69.7% ± 2.7% (n = 11) of the SP cells (Figures S1B–S1H). β-2M^−^SPα-6^+^THY1^+^ and β-2M^−^ SP α-6^med^ THY1^−^ cells also expressed the human spermatogonial marker CD9 (Figures 1B and S1I). In addition to expression of spermatogonial markers *ID4*, *NANOS2*, *PLZF*, and *GFRA1* (Figure 1C), we found that *PIWIL4*, *C19orf84*, *TSPAN33*, *PLPPR3*, *FGFR3*, and *UTF1* primitive spermatogonial markers were expressed in the β-2M-SPα-6^+^THY1^+^ population, whereas *KIT* and *STRA8* differentiating markers were expressed in the β-2M-SPα-6^med^THY1^−^ population (Figure S2A). The vimentin somatic marker was not detected in β-2M^−^SPα-6^+^THY1^+^ cells, showing that the β-2M^−^SPα-6^+^THY1^+^ population is not composed of somatic cells (Figure S2B). On the other hand, vimentin was highly expressed in the β-2M^+^ cell population (Figures S1B and S2B), and the pan-germinal *VASA* (*DDX4*) marker and *FGFR3* and *UTF1* undifferentiated spermatogonial markers were detected at very low levels, the β-2M^+^ population being composed of somatic cells. The lower expression level of α-6 integrin observed in the β-2M^−^SP α-6^med^THY1^−^ fraction, in addition to the lack of expression of markers of primitive spermatogonia and meiotic cells (Figures 1C and S2A), indicated that these cells were in a more advanced differentiation stage and represented a differentiating spermatogonial population. The expression levels of meiotic markers (*CREM*, *RFX2*, *RFX4*, and *TNP2*) suggested that subpopulations 2 (4N), 3 (2N), and 4 (N) corresponded to the spermatocyte I, spermatocyte II, and spermatid populations, respectively. These data show that the β-2M^−^SPα-6+THY1^+^ population contains primitive spermatogonia and lacks somatic cells.

**Figure 1:**
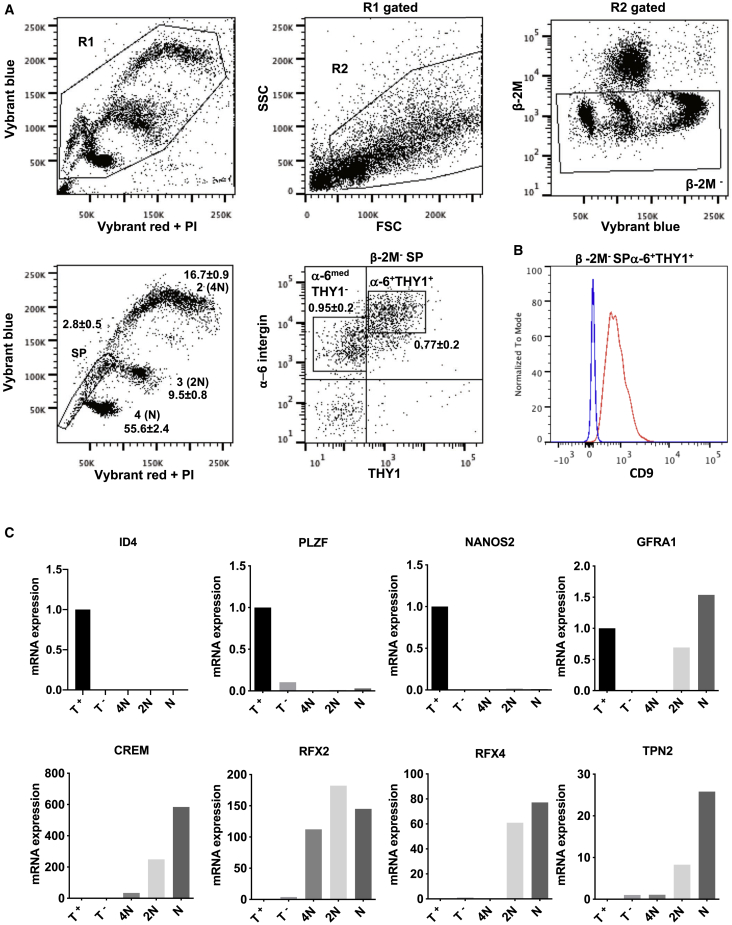
Characterization of the different steps of human spermatogenesis (A) Characterization of the different steps of human spermatogenesis by flow cytometry according to the forward scatter (FSC), side scatter (SSC), blue and red Vybrant fluorescence, β-2M, α-6 integrin, and THY1 parameters as well as side population (SP) and meiotic and postmeiotic subpopulations 2 (4N), 3 (2N), and 4 (N). The frequency (percentage) of the subpopulations in the whole β-2M^−^ population is indicated (mean ± SEM, n = 5). (B) CD9 expression in the β-2M^−^ SPα-6^+^ THY1^+^ population (red line). The control (blue line) corresponds to the signal in CD9^−^/low-expressing postmeiotic round spermatids. (C) Analysis by qRT-PCR of the expression of different spermatogonial (*ID4*, *NANOS2*, *PLZF*, and *GFRA1*) and meiotic (*CREM*, *RFX2*, *RFX4*, and *TNP2*) markers in meiotic and postmeiotic subpopulations 2 (4N), 3 (2N), and 4 (N) and the spermatogonial β-2M^−^SPα-6^+^THY1^+^ (T^+^) and β-2M^−^SPα-6^med^THY1^−^ (T^−^) populations

### The human spermatogonial SP phenotype depends on ABC transporter activity of the *BCRP1/ABCG2* gene

The SP phenotype is caused by active efflux of DNA dye via members of the ABC transporter superfamily. Specifically, *BCRP1/ABCG2*, an ABC transporter, has been shown to play a major role in development of the SP phenotype in stem and progenitor cells during murine hematopoiesis and spermatogenesis and in human cancer stem-like cells (Zhou et al., 2001; Lassalle et al., 2004; Bleau et al., 2009). We found that the *BCRP1/ABCG2* gene was expressed in the β-2M^−^SPα-6^+^THY1^+^ population of primitive spermatogonia (Figure 2A). In the presence of the specific BCRP1 inhibitor Ko143 (Allen et al., 2002), Vybrant efflux was markedly reduced in the β-2M^−^SPα-6^+^ THY1^+^ population (Figure 2B) and resulted in a reduction of the SP population by 68.5% ± 2%. These results suggest that BCRP1 transporter activity is involved in the human germinal SP phenotype.

**Figure 2:**
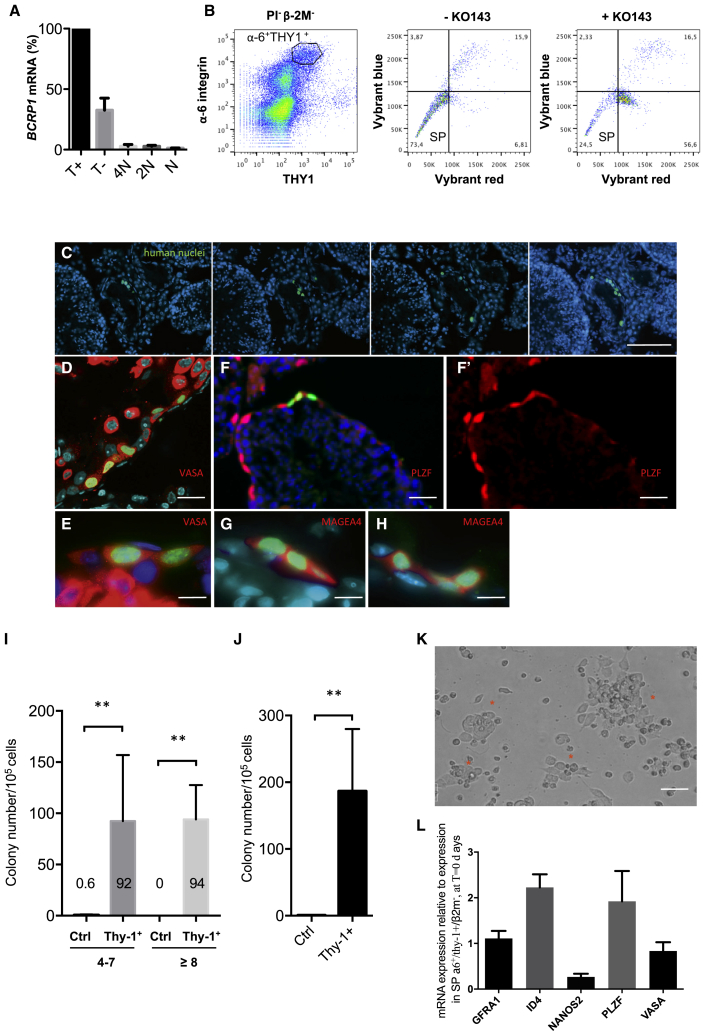
The SP phenotype is BCRP1/ABCG2 dependent, and the β-2M^−^SPα-6^+^THY1^+^ (T^+^) population possesses SSC potential (A) The BCRP1/ABCG2 gene is expressed in the T^+^ subpopulation. Analysis by qRT-PCR of the expression of *BCRP1* in T^+^, T^−^, spermatocyte I (4N), spermatocyte II (2N), and spermatid (N) populations (n = 3 experiments). (B) Ko-143 inhibits the SP phenotype in the T^+^ subpopulation. The frequencies of the populations are indicated. (C) Serial sections of testes obtained from NSG mice 2 months after transplantation with T^+^ cells. Human cells (green, antibody specific to human nuclei) observed at the murine basement membrane on successive sections indicate human colonizing cell clusters. (D and E) VASA (red) expression in human cells (green nuclei) from colonizing cell clusters. (F and F’) PLZF expression in human cells (green, human nuclei; red, PLZF) from colonizing cell clusters. (G and H) MAGE-4 expression in human cells (green, human nuclei; red, MAGEA-4 Blue indicates 4′,6-diamidino-2-phenylindole (DAPI) from colonizing cell clusters. (I) Comparison of the colonization efficiency of recipient testes transplanted with T^+^ cells or control β-2M^−^not(SPα-6^+^ THY1^+^) cells. Human colonizing cell clusters were separated in two groups according to their size: one group composed of cluster of 4–7 cells and the other of cluster of 8 or more cells (control, n = 4 recipient testes; THY1^+^, n = 5 recipient testes; transplantations from five human donors). (J) The total number of cell clusters generated per 10^5^ cells injected (control, n = 4 recipient testes; THY1^+^, n = 5 recipient testes; transplantations from five human donors). (K) Cell clusters observed *in vitro* after 14 days of culture starting with the T^+^ cell population. (L) Expression of markers of immature spermatogonia in cell clusters after 15 days of culture (n = 6 replicates from 2 independent cultures). Scale bars: 50 μm (C), 20 μm (D), 40 μm (F, F’, and K), and 10 μm (E, G, and H).

### In adults, the β-2M^−^SPα-6^+^THY1^+^ population of primitive spermatogonia is highly enriched in human SSCs

Transplantation assays are a critical tool to test the capacity of putative SSCs to regenerate spermatogenesis after transplantation into germ cell-depleted testes. When transplanted, human SSCs show only a limited capacity to proliferate and differentiate in the testes of immunodeficient mice. However, these experiments allow evaluation of the potential of transplanted putative SSCs to migrate, survive, and colonize and are currently the gold-standard test for human SSCs (Dovey et al., 2013; Valli et al., 2014). β-2M^−^SPα-6^+^THY1^+^ cells obtained from human testicular biopsies were sorted and transplanted (3,700–9,600 cells per testis) into busulfan-depleted testes of *NOD*^*−*^*Scid/IL2Rγc*^*−/−*^ (NSG) humanized mice. As a control, a population including all germinal cells excluding SPα-6^+^ THY1^+^cells (i.e., all β-2M^−^ cells excluding SPα-6^+^ THY1^+^ cells) was sorted and transplanted (39,600–83,000 cells per testis). The rate of colonization by human SSCs was estimated via immunofluorescence analysis using an antibody against human DNA nuclear protein in serial sections of recipient testes (Bissig-Choisat et al., 2015). Clusters of human cells residing close to the basal membrane were observed 2 months after transplantation (Figure 2C). The germinal markers VASA (Figures 2D and 2E) and MAGEA4 (Figures 2G and 2H) were expressed in all cells from the human cluster, and 78% ± 10% of the cells in these clusters (n = 8 clusters) were positive for PLZF (Figures 2F and 2F’), indicating that the cells derived from human β-2M^−^SPα-6^+^THY1^+^ donor cells were mainly spermatogonia (Eildermann et al., 2012). The clusters were counted and separated into two classes according to the number of cells per cluster (4–7 cells and ≥8 cells). These data show that human SSCs, having the capacity to colonize murine recipient testes, are found in the β-2M^−^SPα-6^+^ THY1^+^ population and that germinal populations that do not have this phenotype (all β-2M^−^ cells except SPα-6^+^ THY1^+^ cells) are devoid of SSCs (Figure 2I). Hence, the β-2M^−^SPα-6^+^THY1^+^ population is highly enriched in human SSCs. The stem cell activity of this population (187 colonies/10^5^ donor cells; Figure 2J) appeared to fall within the same range but was roughly 4-fold higher than what has been reported in previously published studies, approximately 50 colonies/10^5^ donor cells when using EPCAM or α6-integrin as markers (Dovey et al., 2013; Valli et al., 2014). Human SSCs can be cultured *in vitro* for 2–3 weeks (Medrano et al., 2016). Germinal cluster formation was observed clearly only in wells seeded with β-2M^−^SPα-6^+^ THY1^+^ cells in the presence of the growth factors glial cell line-derived neurotrophic factor (GDNF) and fibroblast growth factor 2 (FGF2) up to 2 weeks of culture (Figure 2K). Cell clusters continued to express markers of immature spermatogonia after 15 days of culture (Figure 2L). These data show that the β-2M^−^SPα-6^+^ THY1^+^ population is highly enriched in SSCs.

### The transcriptome of human spermatogenesis reveals a specific profile of expression for each differentiation stage

We took advantage of the FACS-based method of purification of human germinal cells to examine the transcriptomic activity of the differentiation stages of human spermatogenesis. The β-2M^−^SPα-6^+^THY1^+^ and β-2M^−^SPα-6^med^THY1^−^ spermatogonial populations were sorted along with an additional subpopulation referred to here as β-2M^−^α-6^med^THY1^−^-“S-phase,” with a Vybrant profile exhibiting a continuum between 2N and 4N in DNA content (Figure S1E). We assumed that this population would contain actively replicating S-phase cells destined to differentiate into spermatocyte I cells and should therefore correspond to late-differentiating spermatogonia. The meiotic spermatocyte I and II populations and round spermatids were also purified. A somatic RNA reference sample was prepared from a mixture of CD45^+^ blood cell RNA, prepuce tissue RNA, and esophageal tissue RNA.

Of the 29,597 gene probes tested, paired comparisons of these populations identified 10,161 genes differentially expressed during the differentiation process (p < 5 × 10^−4^). A principal-component analysis (PCA) of these genes revealed a clear trend for the transcriptomes to diverge along the germinal differentiation process (Figure 3A). Premeiotic spermatogonial populations clustered together, whereas meiotic and postmeiotic populations diverged, and the somatic transcriptome was clearly distinct from the germinal expression. A heatmap analysis and associated hierarchical clustering of the sorted populations confirmed the sequence of steps during differentiation from the most primitive spermatogonia to haploid spermatids (Figure 3B). Strikingly, the spermatocyte II and round spermatid clusters overlapped, indicating that they have similar gene expression profiles and that developmental determination of haploid cells is initiated at the spermatocyte II stage (Figures 3A and 3B). The dynamics of the germinal transcriptome reveal that transitions between adjacent steps of differentiation were associated with dramatic changes in gene expression during adult human spermatogenesis (Figure 3C).

**Figure 3:**
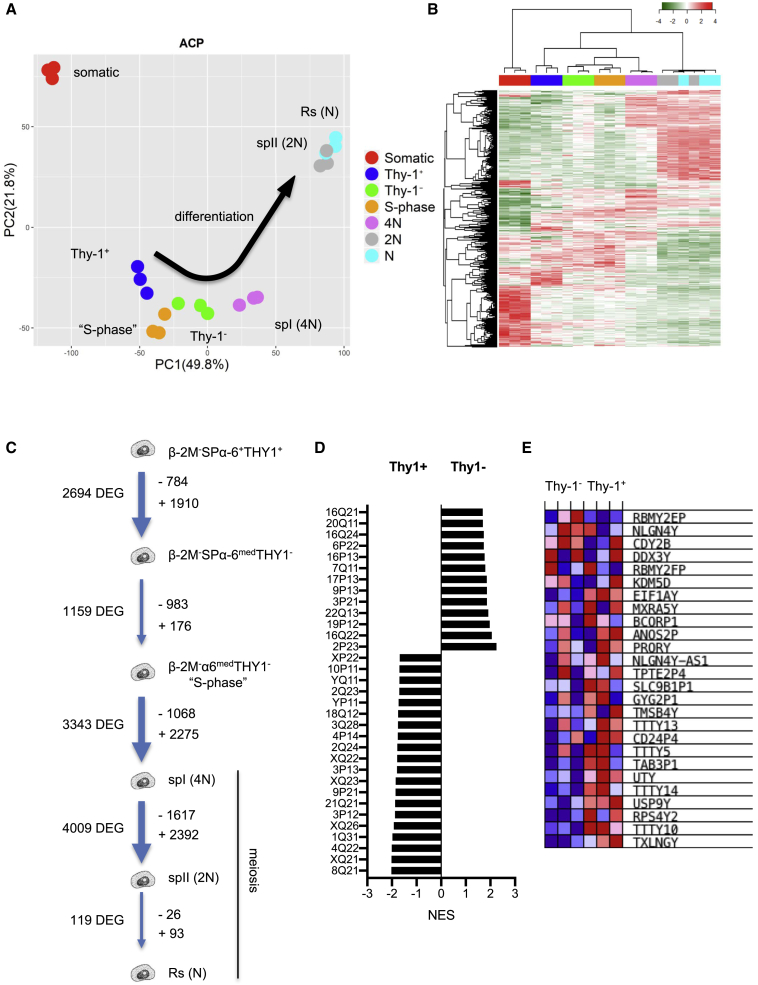
Differential expression of genes during human spermatogenesis (A) PCA of differentially expressed genes in human germinal populations throughout spermatogenesis and control somatic tissue (PC1–PC2 contributed to intersample variation, as shown in parentheses). (B) Heatmap of the gene expression of the differentiation stages during spermatogenesis and associated hierarchical clustering. (C) Schematic recapitulating the number of differentially expressed genes (DEGs) at transitions between the different differentiation stages. (D) GSEA of the expression profile signature at the transition of β-2M^−^SPα-6^+^THY1^+^immature spermatogonia to more differentiated spermatogonia according to the chromosomal position of the genes (FDR < 0.03). (E) Heatmap of DEGs found in the Yq11 region.

The transcription status of the sexual chromosomes plays an important role during male germ cell development, especially at meiosis, because of the epigenetic inactivation of meiotic sex chromosomes (MSCI) (Turner, 2007). We observed a dramatic decline of expression of X- and Y-linked genes, as expected, at the cell transition to the spermatocyte I stage (spermatocyte I/β-2M^−^α-6^med^THY1^−^-“S-phase” comparison). The contribution of sexual chromosomes to the transcriptional program decreased, respectively, from 15.4% (165 X-linked genes/1,068 genes) to 0.92% of the transcriptome (21 X-linked genes/2,275 genes) and 0.65% (7 Y-linked genes/1,068 genes) to 0% of the transcriptome (0 Y-linked genes/2,276 genes) for X and Y chromosomes (Table S1; p < 0.02, fold change-fc > 2). During transition from spermatocyte I to spermatocyte II, some X- and Y-linked genes continue to be downregulated (64 X-linked genes, 3 X/Y-linked genes, and 1 Y-linked gene), but transcription of other X and Y chromosome genes appeared to be reactivated as soon as the cells reached the spermatocyte II stage (92 X-linked, 3 XY-linked, and 5 Y-linked genes over 2,392 genes upregulated in spermatocyte II), suggesting that X and Y chromosomes were transcriptionally active in postmeiotic spermatids, as shown recently in mice (Margolin et al., 2014).

X-linked genes have also been suggested to be expressed preferentially in premeiotic spermatogonia in spermatogenesis (Wang et al., 2001). Higher numbers of X- and Y-linked genes were expressed in the β-2M^−^SPα-6^+^THY1^+^ transcriptome compared with β-2M^−^SPα-6^med^THY1^−^ at the transition of immature spermatogonia to differentiated spermatogonia: genes in Xq21, Xq22, Xp22, Xq23, Xq26, Yp11, and Yq11 chromosomal regions (Figures 3D and 3E). Interestingly, the azoospermia factor (AZF) locus is located in the Yq11 region, which contains three regions, AZFa (*UTY* and *USP9Y* genes), AZFb (*RPS4Y2* and *TTTY14*, *TTTY5*, *TTTY13*, and *TTTY10* genes), and AZFc, in which microdeletions are associated with fertility issues (Vogt et al., 2017).

### Expression profiles of primitive spermatogonial populations enriched in SSCs

Gene lists were extracted from paired comparisons of cells in adjacent stages of differentiation to display the transcriptomic signatures of the different steps of spermatogenesis. We focused our analysis on the β-2M^−^SPα-6^+^THY1^+^ population of immature spermatogonia that contains SSCs. The transcriptomics profiles of populations of differentiating spermatogonia, meiotic and postmeiotic populations, are provided in Figures S3–S5 and Table S2. We identified 784 genes (fc > 2, p < 0.02) with higher expression in the β-2M^−^SPα-6^+^THY1^+^ population than in the downstream progeny, the β-2M^−^SPα-6^med^THY1^–^ population (Table S2). Several of these genes have been reported previously to be relevant in murine SSCs and spermatogonial progenitors. These include *PIWIL4*, *FGFR2*, *GFRA1*, *ADGRA3/GPR125*, *PIK3CA*, *SALL1*, *SALL3*, *TEC*, *ZBTB33*, and *ABCG2/BCRP1.* The top 25 genes are listed in Figure 4A, and the expression of some of these was confirmed by qRT-PCR (Figure S6A). Using an scRNA-seq approach, Guo et al. (2018) identified six gene clusters defining states 0–4 in human adult SSC development. When the β-2M^−^SPα-6^+^THY1^+^ gene list was compared with genes expressed in these six clusters, we found 194 genes common to both lists, of which 97.4% (189 of 194) were distributed in clusters 1, 2, and 3, corresponding to states 0 and 1 in SSC development (Figure 4B). Similar results were obtained when the β-2M^−^SPα-6^+^THY1^+^ gene list was compared with another single-cell transcriptomic analysis of human SSCs (Sohni et al., 2019); 113 common genes were found, of which 71.7% (81 of 113) were distributed in clusters 1A, 1B, 1C, and 2 describing the SSC population (Figure S6B). Compared with the transcriptome of the SSC highly enriched PLPPR3^+^ population (Tan et al., 2020), we observed that 29% of genes (228 of 784) of the β-2M^−^ SPα-6^+^THY1^+^ population was shared with the PLPPR3^+^ population, whereas only 11.3% (216 of 1,910) of the transcriptome of PLPPR3^+^ cells was found in the β-2M-SPα-6^med^THY1^−^ population (Figure S6C). This suggested that the β-2M^−^SPα-6^+^THY1^+^ population contained the primitive states of SSC development.

**Figure 4:**
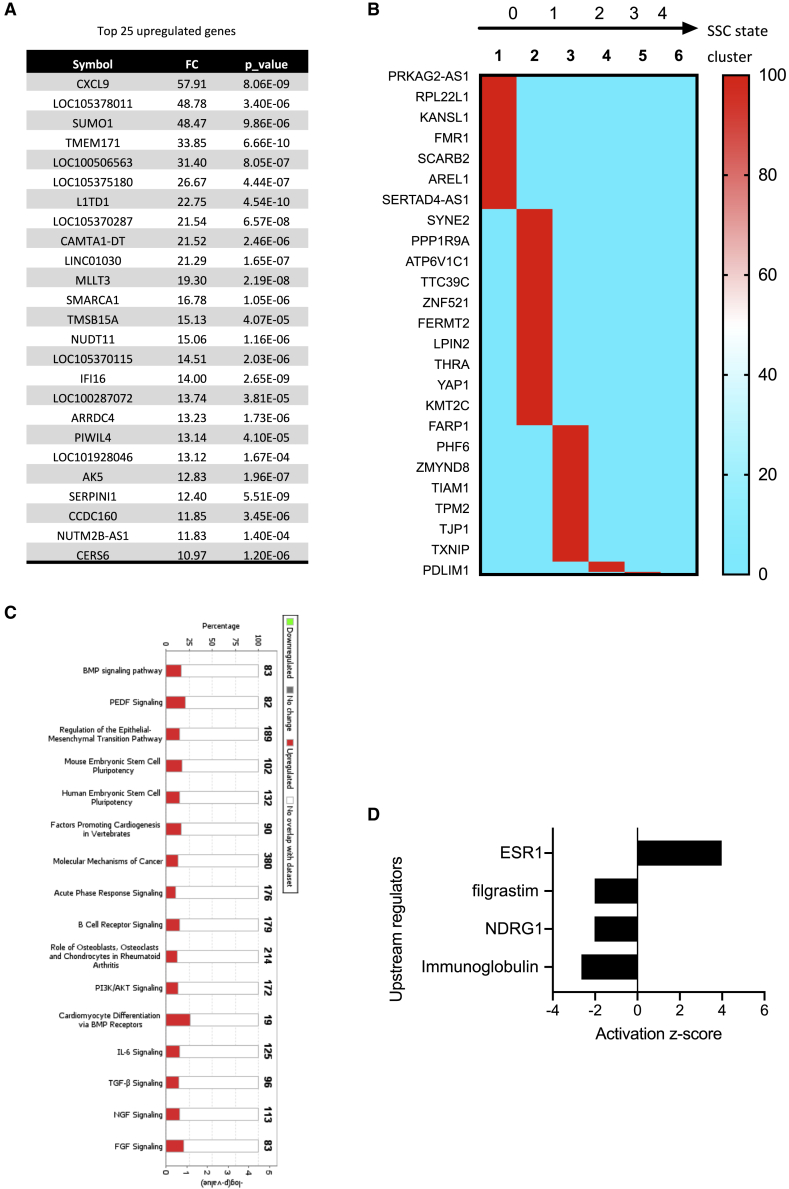
Expression signature of the primitive spermatogonial T^+^ population enriched in SSCs (A) List of the top 25 DEGs. (B) Heatmap showing the distribution of the expression of genes of the T^+^ population according to the six gene clusters defining the states 0–4 in human adult SSC development as defined by Guo et al. (2018). (C) List of the top canonical pathways identified via an Ingenuity Pathway Analysis (IPA). (D) Putative upstream regulators identified using IPA.

Molecular function and cellular component annotations of the β-2M^−^SPα-6^+^ THY1^+^ gene list according to PANTHER Gene Ontology classification showed that the top biological processes are involved in control of cell movement (motility and cell migration) and in transcriptional regulation of gene expression (Tables S3 and S4). Using Ingenuity Pathway Analysis (IPA), we found that the bone morphogenetic protein pathway, pigment epithelium-derived factor (PEDF) pathway, epithelial-mesenchymal transition (EMT) pathway, and embryonic stem cell pluripotency pathway were among the most highly regulated canonical pathways in the β-2M^−^SPα-6^+^THY1^+^ population (–log p > 3; Figure 4C). In addition, nuclear hormone receptor estrogen receptor ESR1, N-myc downstream-regulated gene 1 (NDRG1), and granulocyte-colony-stimulating factor (G-CSF; filgrastim) signaling were predicted to be potential top upstream regulators of the physiology of primitive spermatogonia (Figure 4D).

Next we focused on transcriptional regulators (TRs) because they play crucial roles in differentiation. Among the 492 TRs that varied across the stages of spermatogenesis (fc > 2, p < 0.02; Table S2), we observed 3 core groups (Figure 5A). The first core was expressed in immature spermatogonia and partially overlapped with the set of TRs expressed in somatic tissues and differentiating spermatogonia. The second core seemed to be activated when spermatogonia became committed to differentiate up to meiosis. The third core began to activate at the onset of meiosis and was fully expressed in later stages. We identified 109 TRs that were preferentially enriched in the β-2M^−^SPα-6^+^THY1^+^ population of immature spermatogonia (Figure 5B; Table S2), including *TAF4B*, *SALL1*, *PRDM1*, and *PRDM14*, known to play a role in germinal lineage development. Enrichment analysis using PANTHER highlighted a role of RUNX and transforming growth factor (TGF)/bone morphogenetic protein (BMP)/SMAD pathways (Figure 5C), which are involved in stem cell biology (Mevel et al., 2019; Mullen and Wrana, 2017). Interestingly, String analysis identified a network of interactions between 35 of these TRs involved in the regulation of the β-2M^−^SPα-6^+^THY1^+^ population (Figure 5D).

**Figure 5:**
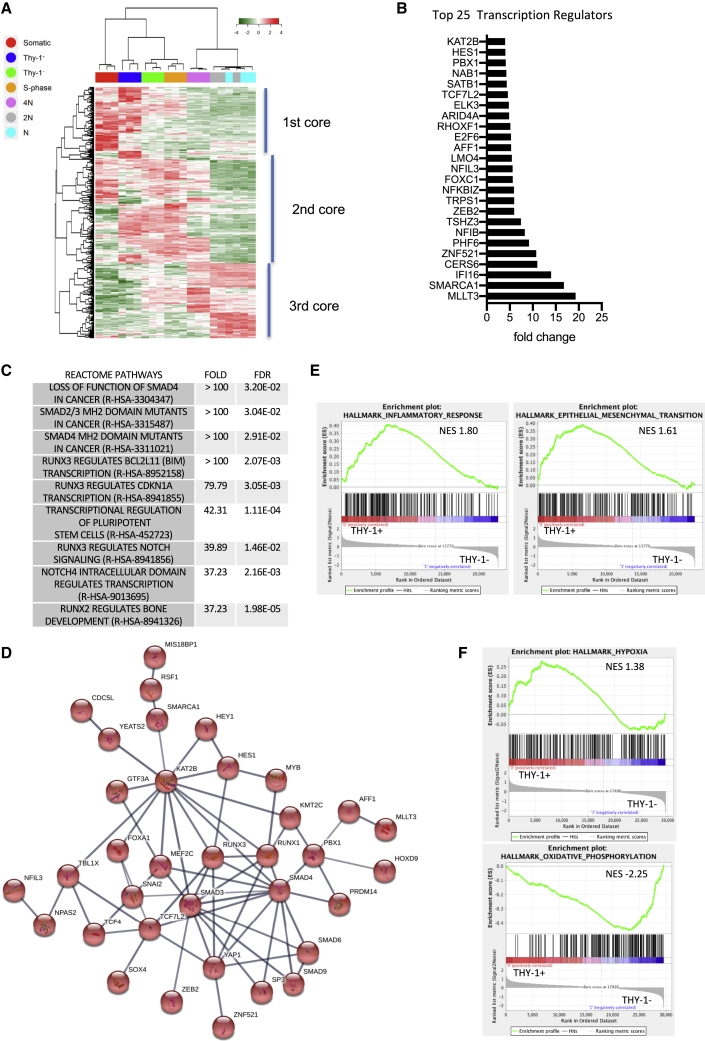
Identification of TRs enriched in the primitive spermatogonial T^+^ population (A) Heatmap of TRs expressed during spermatogenesis and associated hierarchical clustering. (B) List of the top 25 differentially expressed TRs in the T^+^ population. (C) PANTHER enrichment analysis of the T^+^ set of TRs. (D) Network of 35 TRs identified using String analysis. (E and F) GSEA of the cell state transition between the T^+^ and T^−^ spermatogonial populations

We analyzed the cell state transition between the β-2M^−^ SPα-6^+^THY1^+^ and β-2M^−^ SPα-6^med^ THY1^−^ populations by performing gene set enrichment analysis (GSEA). The genes involved in the inflammatory transcriptional program were enriched in β-2M^−^ SPα-6^+^THY1^+^ cells (Table S5; Figure 5E; false discovery rate [FDR] < 0.1). Of note, GSEA also suggests also a role for RAS, transforming growth factor β (TGF-β), Hedgehog, Notch, and the EMT pathway in regulation of differentiation of primitive spermatogonia. Transition from the β-2M^−^ SPα-6^+^THY1^+^ state to the β-2M^−^ SPα-6^med^THY1^−^ state seems to be elicited by genes involved in the MYC, E2F, or unfolded protein response pathway (Table S6). This cell state transition appears to be supported by a switch from hypoxic to oxidative phosphorylation metabolism (Figure 5F).

### Comparative transcriptomics analysis of populations of primitive spermatogonia in humans and mice

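Gene expression was measured in 2 populations of spermatogonia sorted from the testes of adult FVB/N mice aged 2 to 3 months. These were β-2M-SPα-6+c-kit- undifferentiated spermatogonia and β-2M-SPα-6+c-kit+ differentiating spermatogonia, called c-kit- and c-kit+ cells here. There were 3 samples of each population, and the sample records give 10000 sorted cells and 1 mouse per sample. Neither the records nor the paper say whether a mouse gave samples of both populations, and the main tests treated the samples as unpaired. Complementary DNA was made from 500 pg of total RNA by the Ovation Pico V2 protocol, which amplifies small amounts of RNA. Each sample was hybridized to an Affymetrix Mouse Gene 2.0 ST array, which gives 1 signal per gene from several probes. The authors normalized the arrays by robust multi-array average (RMA), which subtracts background, gives every array the same distribution of probe signals and summarizes the probes of each gene, and deposited the result on the log2 scale. The deposited table holds 24973 genes without missing values, from 2.03 to 12.97, with array medians between 5.25 and 5.33. Of these genes, 391 are known by their gene ID only. All were tested, with no filter on weak signals, by limma's moderated test of c-kit- against c-kit+ cells, with p adjusted over all genes by Benjamini-Hochberg. A positive log2 fold change means a higher value in c-kit- cells. The number of arrays, 3 per group, limits the precision of each value.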

As shown previously (Barroca et al., 2009; Corbineau et al., 2017), spermatogonial progenitors were discriminated by flow cytometry in mice as follows: β-2M^−^SPα-6^+^c-kit^−^ cells correspond to undifferentiated spermatogonia, including SSCs, and β-2M^−^SPα-6^+^c-kit^+^ cells correspond to differentiating spermatogonia (Figure 6A). 

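Kit (gene ID 16590) encodes the c-kit receptor that parts the populations, and it was lower in c-kit- cells, at 6.15 ± 0.17 against 9.79 ± 0.09 in c-kit+ cells (log2 values, mean ± SD, n = 3 mice each). Its log2 fold change was -3.64 (standard error 0.12, adjusted p = 6.67e-06 from limma), and every c-kit- array lay below every c-kit+ array (two-sided exact permutation test, p = 0.1, the smallest p that 3 unpaired arrays against 3 allow). Itga6, the gene of α-6 integrin, was at 8.57 ± 0.11 in c-kit- and 7.20 ± 0.08 in c-kit+ cells (n = 3), a log2 fold change of 1.37. Cd9, a tetraspanin of the cell surface, was at 9.37 ± 0.06 against 7.95 ± 0.13 (n = 3), and Thy1, a surface marker of spermatogonial stem cells, at 6.22 ± 0.10 against 5.29 ± 0.46 (n = 3, adjusted p = 0.0179 from limma). Thy1 no longer passed without c-kit- replicate 2 or without c-kit- replicate 3 (adjusted p = 0.0531 and 0.0564 from limma). Of the 7 genes for proteins used in sorting these or similar cells, 3 were higher in c-kit- cells, 1 was lower and 3 did not pass the test (4 higher and 2 lower when adjusted over the list alone). The 3 that did not pass were B2m, Abcg2 and Itgb1. B2m, the gene of β-2 microglobulin, was at 10.3 and 10.2 in c-kit+ replicates 1 and 2 and at 9.12 in replicate 3, against 10.6 ± 0.08 in c-kit- cells (n = 3, adjusted p = 0.124 from limma). Abcg2, the gene of the transporter behind the SP phenotype, was at 6.52 ± 0.04 and 6.57 ± 0.18 (n = 3, adjusted p = 0.839 from limma), and Itgb1, the β-1 integrin gene, at 8.86 ± 0.14 and 9.23 ± 0.07 (n = 3, adjusted p = 0.0584 from limma). Itgb1 passed as lower with quantile normalization once more, among genes above the median, with a mean-dependent variance and with array weights (adjusted p = 0.0291 to 0.0434 from limma). The list as a whole did not move against the other genes (limma's camera, adjusted p = 0.237 over 27 lists).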

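Among markers of other testicular cells, endothelial genes were higher in c-kit- cells and peritubular myoid and leukocyte genes were lower with a preset correlation between genes, and none of these lists passed with an estimated one. Of 20 Sertoli cell genes, Trf was higher in c-kit- cells (log2 fold change 0.91), Drd4 was lower (-0.44) and 18 did not pass the test (1 higher and none lower when adjusted over the list alone; adjusted p = 0.458 from limma's camera). Of 12 Leydig cell genes, 1 was lower, Nr2f2 at 4.83 ± 0.24 against 5.73 ± 0.30 (SD, n = 3), none was higher and 11 did not pass, as over the list alone (adjusted p = 0.109 from limma's camera). Of 11 peritubular myoid cell genes, the contractile genes Tagln (-1.02), Smtn (-0.77) and Mylk (-0.47) were lower in c-kit- cells and 8 did not pass, also when adjusted over the list alone. As a group these were lower (adjusted p = 0.0312 from camera, and adjusted p = 0.226 with an estimated correlation between genes). Of 12 endothelial genes, Cdh5 (1.09), Flt1 (0.84), Tek (0.79) and Pecam1 (0.42) were higher in c-kit- cells and 8 did not pass, also over the list alone (adjusted p = 0.0211 from camera, adjusted p = 0.161 with an estimated correlation). Pecam1 no longer passed when any one array was left out (adjusted p = 0.0560 to 0.128 from limma), Flt1 without c-kit+ replicate 1 or 3 (0.0788 and 0.0662), Smtn without c-kit+ replicate 2 (0.0510), and Mylk, Drd4 and Odf2 when one of 4, 5 and 5 of the arrays was left out (0.0719 to 0.108, 0.0629 to 0.123 and 0.0784 to 0.139). Of 15 leukocyte genes, Cd74, which binds class II molecules of the major histocompatibility complex, and the complement gene C1qb were lower in c-kit- cells and 13 did not pass, also over the list alone. Cd74 was at 7.00 ± 0.19 in c-kit- and 8.79 ± 1.18 in c-kit+ cells (SD, n = 3), and it no longer passed when any array other than c-kit+ replicate 3 was left out (adjusted p = 0.0751 to 0.128 from limma). The mean of the leukocyte genes was 6.12 and 5.90 on c-kit+ replicates 1 and 2 and 5.03 on replicate 3, against 4.97 to 5.23 on the c-kit- arrays (adjusted p = 0.0160 from camera, adjusted p = 0.507 with an estimated correlation). Transcripts of spermatids gave high signals in both populations. The mean of the spermatid list was 7.98 to 8.66 on the arrays, against array medians of 5.25 to 5.33, and the source of these transcripts was not tested. Prm1, Prm2 and Tnp1, which package sperm DNA and were picked after their values were seen, were at 11.5 ± 0.22, 11.8 ± 0.17 and 11.2 ± 0.24 in c-kit- cells and at 11.5 ± 0.17, 11.8 ± 0.17 and 11.2 ± 0.13 in c-kit+ cells (SD, n = 3). Of the 25 spermatid genes, only Odf2 passed the test (-0.48), and none did when adjusted over the list alone. The spermatid list had a median of 0.01, a mean of -0.02 and no clear direction (adjusted p = 0.862 from limma's camera).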

Transcriptomics analysis was performed on sorted populations of β-2M^−^SPα-6^+^c-kit^−^ and β-2M^−^SPα-6^+^c-kit^+^ spermatogonia (Figure 6B). 1,238 and 913 genes, respectively, were differentially expressed between these two populations (fc > 1.5, p < 0.02; Table S7). 

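The 10 genes with the largest fold change towards c-kit- cells were Gm34921, Nefm, Glis3, Dusp6, Ret, Large2, Etv5, Foxf1, Ccdc141 and Ptch1, with log2 fold changes from 4.19 down to 3.43. Dusp6, a phosphatase that limits ERK signaling, was at 9.45 ± 0.07 in c-kit- and 5.55 ± 0.14 in c-kit+ cells (mean ± SD of 3 arrays each). Ptch1, the Hedgehog receptor, was at 8.71 ± 0.24 and 5.28 ± 0.37, and Foxf1, a forkhead transcription factor, at 9.48 ± 0.60 and 5.99 ± 0.28. The 10 genes with the largest fold change towards c-kit+ cells were Bhmg1, Prdm9, Kit, Meioc, Prss50, Olfr1372-ps1, Nrip3, Ly6k, Gal and H2bc1, with log2 fold changes from -4.06 to -2.64. Bhmg1, also called Meiosin, acts with Stra8 at the start of meiosis and was at 5.85 ± 0.39 in c-kit- and 9.91 ± 0.25 in c-kit+ cells. Prdm9, which marks sites of meiotic recombination, was at 4.49 ± 0.21 and 8.47 ± 0.34, and Meioc, which is needed for meiotic prophase, at 7.02 ± 0.08 and 10.2 ± 0.28. In all, 2331 genes were higher in c-kit- cells and 2196 were higher in c-kit+ cells at an adjusted p under 0.05 from limma. At the study's thresholds, a fold change over 1.5 and an unadjusted p under 0.02, the counts were 1782 and 1451. The 3 arrays of one population all lay above the other 3 for 8756 genes (35.1%, where chance gives 10%). The per-gene ANOVA that the methods name left 1307 and 1205 genes after the same adjustment. The c-kit+ replicates 1 and 2, on which the leukocyte genes had higher values, were left out only after these values were seen. A single c-kit+ array then remains, and the log2 fold changes correlated with those of Table S7A by r = 0.992 across the genes listed there. That table comes from the same arrays and lists only genes that differ, so a high r was nearly fixed in advance.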

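Most of the listed genes of differentiating spermatogonia and of early meiosis were lower in c-kit- cells, as were 24 of 51 genes of S phase and 17 of 38 of mitosis, but no list of these passed with an estimated correlation between genes. Of 15 differentiating spermatogonia markers, 10 were lower in c-kit- cells, 1 was higher and 4 did not pass the test (12 lower and 1 higher when adjusted over the list alone). Stra8, which is induced by retinoic acid, was at 9.09 ± 0.18 in c-kit- and 11.0 ± 0.11 in c-kit+ cells (SD, n = 3 mice). Prss50, a testis serine protease, had a log2 fold change of -2.98, Nrip3 of -2.86 and Ly6k of -2.75. The exception was Sohlh1, a transcription factor of early spermatogonia, at 9.54 ± 0.31 against 8.88 ± 0.13 (n = 3, adjusted p = 0.0281 from limma), which no longer passed without c-kit- replicate 2 or 3 or without c-kit+ replicate 1 or 2 (adjusted p = 0.0863 to 0.0940 from limma). The list was lower as a group (adjusted p = 2.26e-10 from limma's camera, adjusted p = 0.0527 with an estimated correlation). Of 39 genes of early meiosis, 26 were lower in c-kit- cells, 1 was higher and 12 did not pass (29 lower and 2 higher when adjusted over the list alone). Prdm9 and Meioc were among the lower genes, while Psma8, a proteasome subunit of germ cells, was higher at 0.91. The early meiosis list was lower (adjusted p = 1.16e-12 from camera, adjusted p = 0.138 with an estimated correlation). Of 51 genes of DNA replication and S phase, 24 were lower in c-kit- cells, 3 were higher and 24 did not pass (29 lower and 3 higher when adjusted over the list alone). Rrm2, a subunit of ribonucleotide reductase, was at 6.41 ± 0.30 against 8.54 ± 0.15 (n = 3), the cyclin gene Ccne2 had a log2 fold change of -1.99, Ticrr of -1.96 and Cdc6 of -1.22, while Chaf1b (1.12), Pola1 (0.69) and Gins4 (0.44) were higher. Gins4 no longer passed when any array other than c-kit- replicate 3 was left out (adjusted p = 0.0609 to 0.0818 from limma). The S phase list was lower (adjusted p = 6.01e-08 from camera, adjusted p = 0.189 with an estimated correlation). Of 38 mitosis genes, 17 were lower, among them Plk1 (-1.28), Mki67 (-1.23), Nusap1 (-0.96) and Kif23 (-0.93), 2 were higher, Cdc25c (0.55) and Mad2l1 (0.42), and 19 did not pass (22 lower and 2 higher when adjusted over the list alone; adjusted p = 1.91e-07 from camera, adjusted p = 0.213 with an estimated correlation). Cdc25c and Mad2l1 no longer passed when one of 4 and 5 of the arrays was left out (adjusted p = 0.0587 to 0.0863 and 0.0567 to 0.0900 from limma). The leukocyte list moved in the same direction as these groups, with higher values on c-kit+ replicates 1 and 2 than on replicate 3. Without replicates 1 and 2, which leaves 1 c-kit+ array, the leukocyte list turned direction. The lists of differentiating spermatogonia, early meiosis, S phase and mitosis kept theirs.

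**Figure D1:**
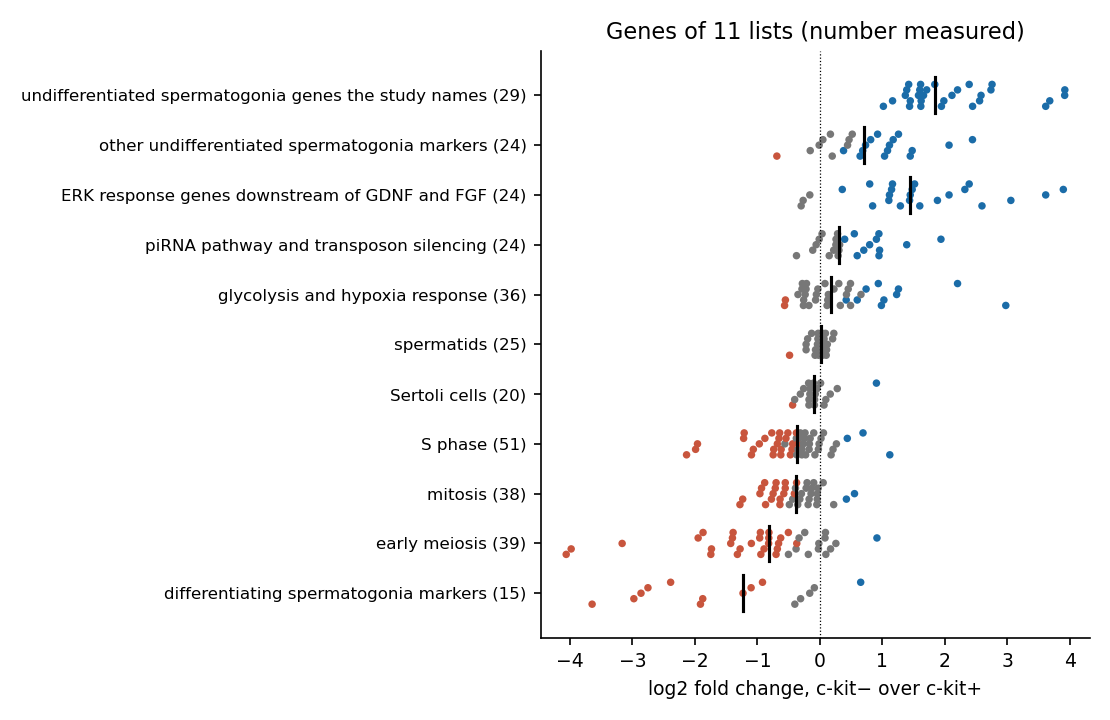
Log2 fold changes, c-kit- over c-kit+ cells, of the genes of 11 lists, 1 point per gene. Blue points passed the test and were higher in c-kit- cells, red points passed and were lower, gray points did not pass, and black bars are medians, such as -0.81 for early meiosis and 1.84 for the 29 genes named in the study.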

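Genes that respond to ERK, the kinase downstream of the GDNF and FGF receptors, were higher in c-kit- cells. Of 24 ERK response genes, 21 were higher, none was lower and 3 did not pass the test, also when adjusted over the list alone. Egr2 was at 9.04 ± 0.41 in c-kit- and 5.98 ± 0.04 in c-kit+ cells (SD, n = 3 mice), and Egr1 at 9.42 ± 0.32 and 6.82 ± 0.19 (n = 3). The list was higher as a group, and this held with an estimated correlation (adjusted p = 6.70e-18 from limma's camera, adjusted p = 0.0158 with an estimated correlation). Of 22 genes that respond to dissociation and stress, 14 were higher, none was lower and 8 did not pass, also over the list alone. Hspa1a and Hspa1b, which encode the inducible heat shock protein, had log2 fold changes of 2.86 and 1.63, and Fos, which is on both lists with Egr1, of 1.60. This list also held with an estimated correlation (adjusted p = 1.64e-10 from camera, adjusted p = 0.0213 with an estimated correlation). Of 24 genes of the piRNA pathway, which silences transposons in germ cells, 11 were higher, none was lower and 13 did not pass (15 higher and 1 lower when adjusted over the list alone; adjusted p = 4.11e-08 from camera, adjusted p = 0.0638 with an estimated correlation). Tdrd5 was at 9.08 ± 0.10 and 7.14 ± 0.20 (n = 3), Exd1 had a log2 fold change of 0.96 and Gtsf1 of 0.95. Of 36 genes of glycolysis and the hypoxia response, 10 were higher, 2 were lower and 24 did not pass (13 higher and 2 lower when adjusted over the list alone; adjusted p = 0.00208 from camera, adjusted p = 0.133 with an estimated correlation). Pdk1, a kinase that inhibits pyruvate dehydrogenase, was at 8.50 ± 0.09 against 5.52 ± 0.46 (n = 3), the glycolytic enzyme gene Pfkp had a log2 fold change of 1.26 and the glucose transporter gene Slc2a1 of 1.23. Ero1a (-0.55) and Pfkfb4 (-0.56) were lower, Pfkfb4 not passing without c-kit+ replicate 1, 2 or 3 in turn (adjusted p = 0.0532 to 0.0723 from limma). The median of this list was 0.18, and most of its members were not called.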

Genes reported previously to be relevant for undifferentiated spermatogonia were expressed positively in the transcriptomics profile of the β-2M^−^SPα-6^+^c-kit^−^ population, including *Ret*, *Gfra1*, *Etv5*, *Nanos2*, *Nanos3*, *Glis3*, *Sall1*, *Sall4*, *Cdh1*, *Bcl6b*, *Bnc2*, *CD24a*, *Ddit4*, *Ngn3*, *Tec*, *zbtb16*, *Eomes*, *T*, *Nefm*, *Lhx1*, *Smad6*, *TcL1*, *Id4*, *CD9*, *Tspan8*, *Itga6*, *PiwiL4*, *Utf1*, and *Stat3*. 

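All 29 genes were higher in c-kit- cells, with log2 fold changes from 1.02 for Sall4 to 3.92 for Nefm. Ret, the receptor of GDNF, was at 9.11 ± 0.20 in c-kit- and 5.43 ± 0.11 in c-kit+ cells (SD, n = 3 mice), and its coreceptor Gfra1 at 7.90 ± 0.30 and 5.35 ± 0.09 (n = 3). Etv5, a transcription factor induced by GDNF, was at 9.91 ± 0.07 and 6.29 ± 0.08 (n = 3, adjusted p = 3.74e-06 from limma). Glis3, a zinc finger transcription factor, was at 9.99 ± 0.12 and 6.07 ± 0.17 (n = 3), and Nanos3, an RNA-binding protein of germ cells, at 9.30 ± 0.34 and 6.55 ± 0.26 (n = 3). Zbtb16, also called Plzf, was at 10.1 ± 0.15 and 8.40 ± 0.24 (n = 3). The log2 fold change was 2.76 for Nanos3, 2.74 for Tcl1, 2.58 for Tspan8, 2.44 for Sall1 and 2.11 for Cdh1, the gene of E-cadherin. It was 1.66 for Zbtb16, 1.84 for Neurog3 (Ngn3), 1.62 for Utf1 and Eomes, 1.60 for Id4, 1.58 for Nanos2, 1.45 for T (brachyury) and 1.16 for Stat3. The highest adjusted p among the 29 was 0.00488 from limma, for Lhx1. By the per-gene test that the study's methods name, 26 of the 29 passed, all but Eomes, Nanos2 and Lhx1 (adjusted p = 0.0625, 0.0645 and 0.0806 with limma's shared variance left out). All 29 also passed when adjusted over the list alone, and the list was higher as a group (adjusted p = 4.47e-34 from limma's camera, adjusted p = 0.0213 with an estimated correlation). The study chose these genes on the same arrays, so their direction is not independent evidence. Of 24 other markers of undifferentiated spermatogonia, set before the deposited values were examined, 15 were higher in c-kit- cells, 1 was lower and 8 did not pass (18 higher and 1 lower when adjusted over the list alone). Some fold changes of Table S7, from the same arrays, had been seen when the rule for naming genes was written. The choice of these markers may therefore not be wholly independent either. Upp1 was at 8.58 ± 0.20 against 6.13 ± 0.30 (n = 3), the transcription factor genes Egr4 and Etv4 had log2 fold changes of 2.07 and 1.48, and the cyclin gene Ccnd2 of 1.45. Adgra3, also called Gpr125, was lower, at 6.73 ± 0.25 against 7.42 ± 0.10 (n = 3, adjusted p = 0.0116 from limma). This second list was higher as a group (adjusted p = 2.26e-10 from camera, adjusted p = 0.133 with an estimated correlation). The paper states that the profile of this population holds genes known to matter in undifferentiated spermatogonia.

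**Figure D2:**
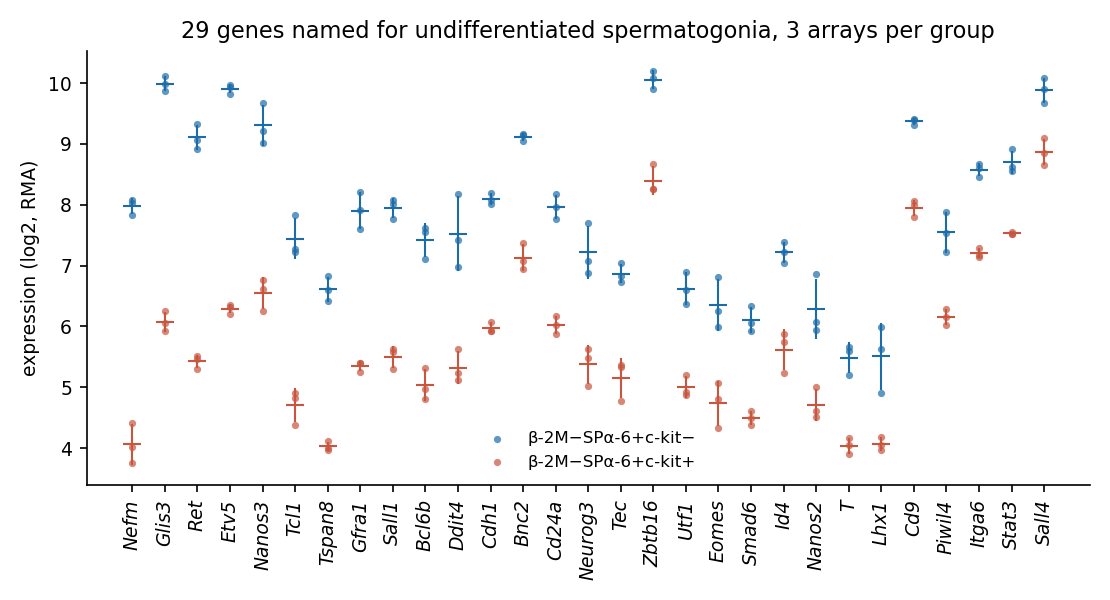
Log2 expression of the 29 genes on each array, ordered by fold change, with 1 point per array, the mean as a bar and the SD as a line. For every gene the 3 c-kit- arrays lie above the 3 c-kit+ arrays, with the largest log2 fold change, 3.92, at the left and the smallest, 1.02, at the right.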

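A set of 134 mouse genes that the study found higher both in c-kit- cells and in the most primitive human spermatogonia it sorted was higher in c-kit- cells in 132 cases, with none lower. The median log2 fold change of the set was 1.09, and the range was 0.46 to 3.90. Its 10 largest values belonged to Dusp6, Lbh, Pygl, Aff3, Pitpnc1, Igfbp6, Gfra1, Sall1, Dppa4 and Anxa7. Lbh, a transcriptional regulator, was at 9.37 ± 0.57 in c-kit- and 6.31 ± 0.31 in c-kit+ cells (SD, n = 3 mice), and Pygl, the liver glycogen phosphorylase, at 8.63 ± 0.28 and 5.71 ± 0.29 (n = 3). Igfbp6, which binds insulin-like growth factors, was at 7.67 ± 0.24 and 4.96 ± 0.39 (n = 3). Pik3ca, the catalytic subunit of a phosphoinositide 3-kinase, was at 8.21 ± 0.10 and 7.13 ± 0.01 (n = 3, log2 fold change 1.08, adjusted p = 3.26e-04 from limma), and Txnip, an inhibitor of thioredoxin, at 11.1 ± 0.12 and 9.49 ± 0.06 (n = 3). The kinase gene Tec had a log2 fold change of 1.71 and Piwil4, a piRNA-binding protein gene, of 1.39. The 2 genes that did not pass were Ndrg2, at 5.79 ± 0.33 and 5.19 ± 0.21 (n = 3, adjusted p = 0.0562 from limma), and Acvr1, at 5.38 ± 0.41 and 4.92 ± 0.09 (n = 3, adjusted p = 0.154 from limma). Ndrg2 passed with equal medians, cyclic loess, either filter on weak signals, array weights, the replicate number as a fixed or random block and without c-kit- replicate 1 (adjusted p = 0.0119 to 0.0498 from limma), and Acvr1 in the last of these (0.0389). At a fold change over 1.5 and an unadjusted p under 0.02, 130 of the 134 passed, and all 134 did when adjusted over the list alone. Because the study chose the set partly on these arrays, its direction in mice is not independent evidence. Without c-kit+ replicates 1 and 2, left out after the values were seen, a single c-kit+ array remains and 61 of the 134 passed, and by the per-gene test that the study's methods name 110 did.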

We compared the lists of genes enriched in the most primitive spermatogonial population in humans and mice and found that 134 genes were conserved between the human β-2M^−^SPα6^+^THY1^+^ and murine β-2M^−^SPα-6^+^c-kit^−^cell populations (fc > 1.5, p < 0.02 for both lists; Figure 6C; Table S7), including *Piwil4*, *Gfra1*, *Pik3ca*, *Sall1*, *Txnip*, *Tec*, and *Zbtb16*, implicated in SSCs and spermatogonial progenitors. Some genes, such as *Chd1*, *Foxo4*, *Pbx1*, *Tcf4*, and *Hes1*, were shown to play roles in the physiology of embryonic or adult stem cells. 

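Chd1, Foxo4 and Tcf4 were each higher in c-kit- cells. Tcf4, a basic helix-loop-helix transcription factor, was at 7.06 ± 0.11 in c-kit- and 5.54 ± 0.08 in c-kit+ cells (SD, n = 3 mice), a log2 fold change of 1.52 (adjusted p = 8.80e-05 from limma). Chd1, a chromatin remodeler that keeps the chromatin of embryonic stem cells open, was at 7.22 ± 0.21 and 5.78 ± 0.02 (n = 3, log2 fold change 1.44, adjusted p = 2.10e-04 from limma). The smallest difference of the 3 was that of Foxo4, a forkhead factor downstream of phosphoinositide 3-kinase and an X-linked gene, at 6.84 ± 0.16 and 6.17 ± 0.03 (n = 3, log2 fold change 0.67, adjusted p = 0.00499 from limma). For all 3, every c-kit- array lay above every c-kit+ array.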

String analysis identified a network of 76 interacting genes in this set (Figure 6D).

**Figure 6:**
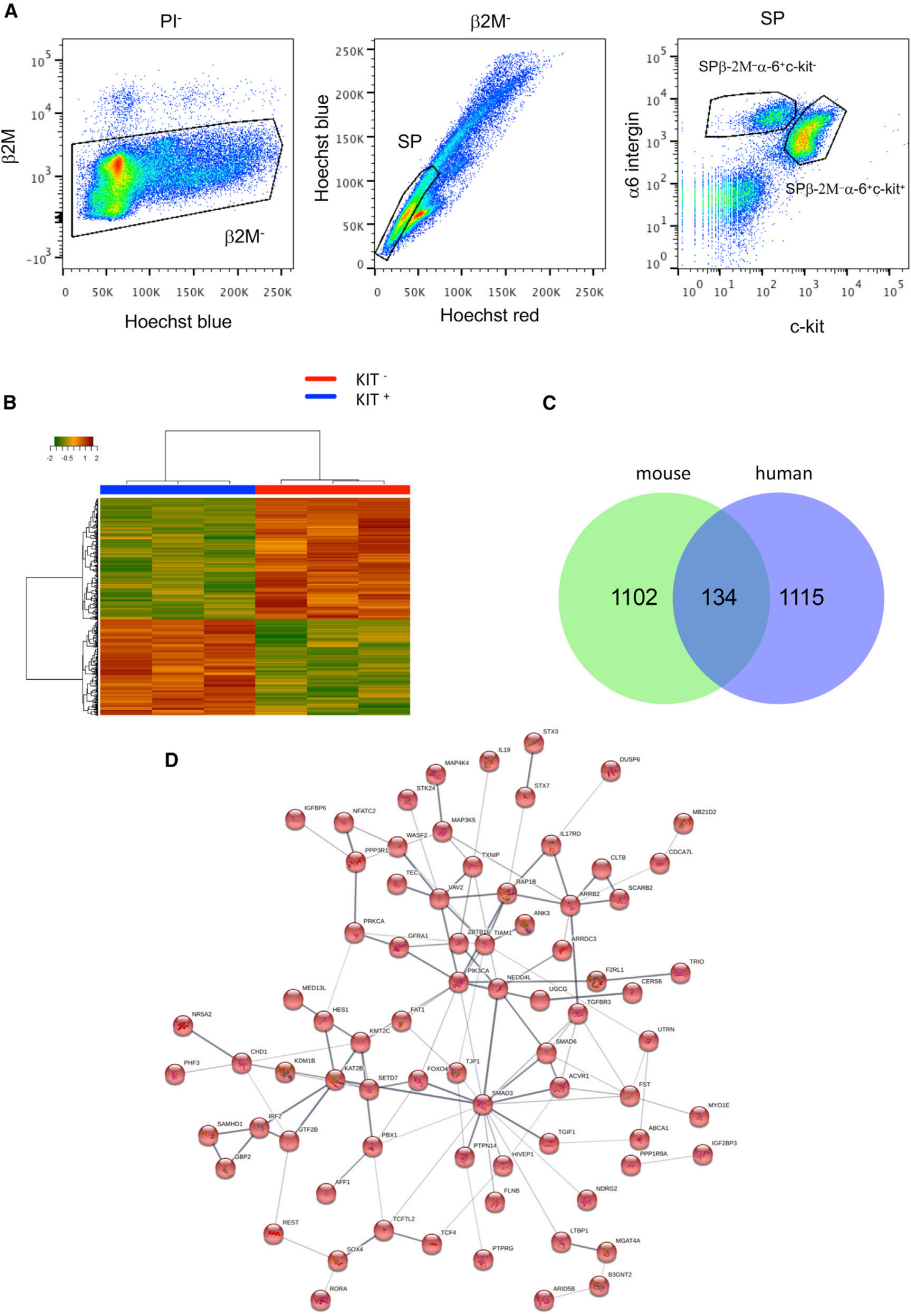
Comparative analysis of DEGs in human and mouse populations of adult primitive spermatogonia (A) Flow cytometry analysis of mouse α-6^+^ testicular cells selected by magnetic activated cell sorting (MACS) based on blue and red Hoechst fluorescence and the markers β2M, α-6 integrin, and c-kit. The SPβ2M^−^α-6^+^c-kit^−^ and SPβ2M^−^α-6^+^c-kit^+^ populations are indicated. Cells were also selected on FSC parameters to exclude elongated spermatids. (B) Heatmap of the gene expression in the mouse undifferentiated SPβ-2M^−^α-6^+^c-kit^−^ and differentiated SPβ-2M^−^α-6^+^c-kit^+^ spermatogonial population and associated hierarchical clustering. (C) Venn diagram showing the relationships between the transcriptomes of human T^+^ and mouse β-2M^−^SPα-6^+^c-kit^−^ spermatogonial populations. The number of genes in each group is indicated. (D) Network of 76 interacting genes using String analysis in the conserved set of genes between mouse and human models.

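The arrays of c-kit- cells and those of c-kit+ cells formed 2 separate groups over all 24973 genes, and not only over genes selected for a difference. The first division of a hierarchical clustering (average linkage on 1 minus Pearson's r) placed the 3 c-kit- arrays on one side and the 3 c-kit+ arrays on the other. Within the populations, r between arrays was 0.986 to 0.992, and between the populations it was 0.962 to 0.974 (r across genes, which are not independent replicates). The first principal component held 63.3% of the variance and separated the populations. The second held 12.8% and set c-kit- replicate 1, at -31.9, apart from c-kit- replicates 2 and 3, at 18.2 and 14.6, while the c-kit+ arrays lay between -6.71 and 3.83. With 3 arrays per population, no test was applied to this grouping.

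**Figure D3:**
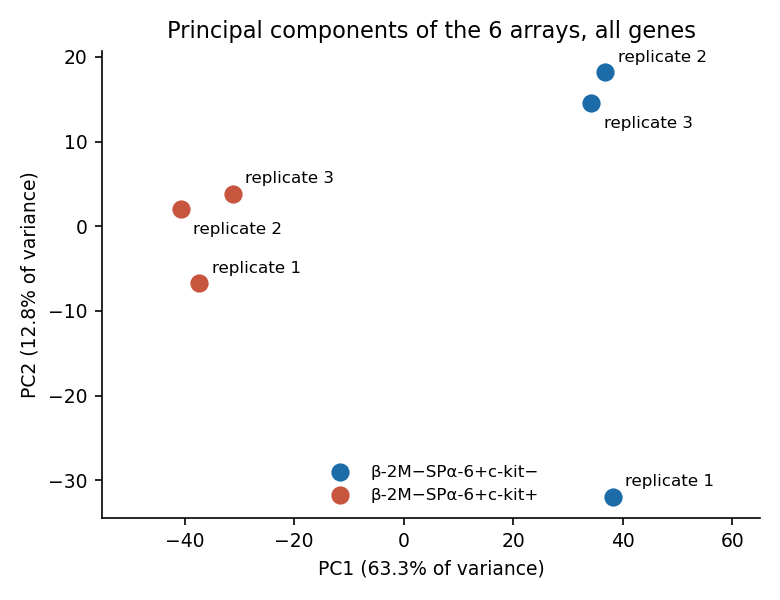
First against second principal component of the gene-centred log2 values of the 6 arrays, 1 point per array, coloured by population. The c-kit- arrays lie between 34.2 and 38.2 on the first component and the c-kit+ arrays between -40.7 and -31.2.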

### The transcription factor *HES1* plays a role in maintenance of murine SSCs *in vitro*

To validate the transcriptomics profile of the human β-2M^−^SP^+^α-6^+^THY1^+^ population, we focused on the basic-helix-loop-helix (bHLH) transcriptional repressor HES1, which is involved in development of hematopoietic, neural, and intestinal stem cells (Liu et al., 2015). 

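Hes1 (gene ID 15205) was higher in c-kit- cells than in c-kit+ cells, at 7.41 ± 0.08 against 6.41 ± 0.11 (log2 values, SD, n = 3 mice). This is a log2 fold change of 1.00 (standard error 0.11, adjusted p = 6.06e-04 from limma), and the 3 c-kit- arrays all lay above the 3 c-kit+ arrays (two-sided exact permutation test, p = 0.1, the smallest p of this design). Most other genes of the Notch pathway, of which Hes1 is a target, did not move with it. Of 26 Notch pathway genes, 2 were higher in c-kit- cells, 8 were lower and 16 did not pass the test (3 higher and 9 lower when adjusted over the list alone). The other gene that was higher was Maml3, a coactivator of Notch transcription, at 6.98 ± 0.47 against 4.59 ± 0.21 (n = 3). Among the lower genes were the ligand genes Jag2 (log2 fold change -0.94) and Dll3 (-0.87), Lfng, which modifies Notch receptors (-0.73), and Dtx4 (-0.69). The list as a whole had a median of -0.25 (adjusted p = 0.0710 from limma's camera). It passed as lower without c-kit+ replicate 1 (adjusted p = 0.0464 from camera) and by limma's fry (adjusted p = 0.00667), which does not compare it with other genes, and not with an estimated correlation (adjusted p = 0.189).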

*Hes1* was also conserved in the transcriptome of murine SPβ-2M^−^α-6^+^c-kit^−^ undifferentiated spermatogonia. We confirmed the highest level of expression of *HES1* mRNA in the β-2M^−^SP^+^α-6^+^THY1^+^ population by qRT-PCR (Figure 7A). The HES1 protein was detected in human cells that contacted the basement membrane (Figure 7B) and particularly in MAGEA4^+^ spermatogonia (Figure 7C). We also observed HES1 in GATA-4^+^ Sertoli cells (Figure S6D). We used culture of murine SSCs, which is the best-characterized mammalian model, to study the role of HES1*. Hes1* was silenced in murine adult SSC culture after transfection with small interfering RNA (siRNA), and SSC functionality was assessed 7 days later, as described previously (Oatley et al., 2010), by *in vitro* colony formation ability tests and transplantation assays (Yeh et al., 2007). *Hes1* mRNA was significantly downregulated 48 h after siRNA transfection (Figure 7D). Seven days after transfection, the total numbers of germ cells (Figure 7E) and of cells able to form germinal cell clusters *in vitro* (Figure 7F) were lower, suggesting alteration of SSC maintenance when *Hes1* expression was reduced. To confirm this effect, EGFP-expressing cells 7 days after transfection were transplanted into the seminiferous tubules of γ-irradiated, germ-cell-depleted testes. Ten weeks after transplantation, *Hes1* siRNA-treated donor cells had colonized the recipient testes and were producing normal spermatogenesis (Figure 7G). However, their colony formation activity was lower than that observed in cells treated with a control siRNA, indicating that the SSC content of the cultures was reduced after *Hes1* silencing (Figure 7H). Because HES1 is involved in regulation of quiescence under serum starvation conditions in several cell types (Sang et al., 2008), we tested the effects of enforced expression of HES1 on SSCs poised for quiescence. Using growth factor and serum deprivation conditions (minimal conditions), we induced quiescence in cultured SSCs, as shown by the increase in Ki-67^−^ cells (Figure S6E). SSCs were transduced with lentiviral vectors expressing human HES1, ΔBHES1, or a control (GFP only) construct, with ΔBHES1 representing an HES1 mutant defective in its DNA-binding function (Yu et al., 2006), and GFP-positive cells were sorted by flow cytometry (Figure S6F). As expected, after 96 h under minimal conditions (i.e., without factors), we observed that there were fewer cells in GFP control cultures than in cultures grown in medium supplemented with serum and growth factors (i.e., complete medium) (Figure 7I). However, the number of cells was higher in HES1 expression-enforced cell cultures than in GFP control cell cultures grown under minimal culture conditions. No effects were observed in cultures of enforced mutant ΔBHES1-expressing cells. The frequencies of the numbers of cells with the ability to form germinal colonies *in vitro* remained unchanged in enforced HES1-expressing cell cultures after 96 h of growth under minimal conditions (Figure 7J). Cell death was observed in SSCs cultured under minimal conditions (Figure 7K), as reported previously in other cell types (Jeffers et al., 2003). Strikingly, we observed that the level of cell death was lower when HES1 expression was enforced and returned to the level observed in control cultures grown in complete medium. Inducing ectopic constitutive expression of human *HES1* in murine SSCs and progenitors seemed to protect the cells against cell death when grown under medium starvation conditions. These data indicate that HES1 plays a role in maintenance of SSCs cultured *in vitro*.

**Figure 7:**
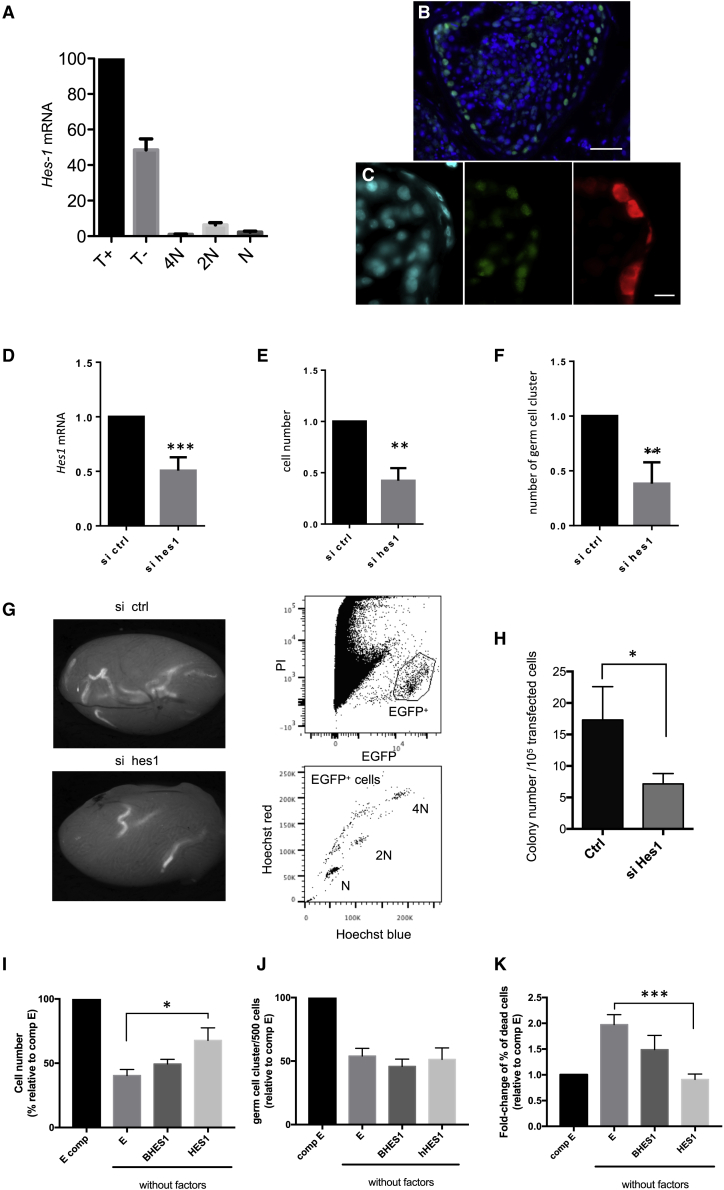
The transcription factor HES1 is involved in maintenance of murine SSCs (A) Analysis by qRT-PCR of the expression of *HES1* in human T^+^, T^−^, spermatocyte I (4N), spermatocyte II (2N), and spermatid (N) populations.(n = 3 experiments). (B and C) Immunofluorescent detection of HES1 in human testes. (B) HES1, green; DAPI, blue; scale bar, 40 μm. (C) HES1, green; MAGE4, red; DAPI, blue; scale bar, 10 μm. (D) *Hes1* silencing in transfected SSCs using siRNA (n = 7 transfection experiments). (E) Analysis of the total number of germ cells (n = 10 colony tests from 7 transfection experiments). (F) Total number of germ cell clusters formed 7 days after transfection (n = 7 transfection experiments). (G) Analysis of regenerative spermatogenesis after transplantation of SSCs 7 days after transfection. Shown is detection of EGFP-fluorescent seminiferous tubules on macroscopic observation in recipient testes 2 months after transplantation in control (top) and *Hes1* siRNA-treated (bottom), EGFP-expressing SSCs. Also shown is red/blue Hoechst 33342 fluorescence analysis of EGFP^+^ cells obtained from a recipient testis transplanted with *Hes1* siRNA-treated, EGFP-expressing SSCs. Meiotic spermatocyte I (2N), spermatocyte II (4N), and postmeiotic (N) cells are indicated. (H) Colonization of recipient testes was lower in testes transplanted with culture of *Hes1* siRNA-treated SSCs than in those transplanted with control siRNA-treated SSCs 7 days after transfection (n = 8 recipient testes from 6 transfection experiments). (I–K) The effects of enforced expression of human HES1 in cultures of SSCs exposed to growth factors and serum deprivation conditions (J) on total cell number (n = 4 experiments), frequency of *in vitro* cluster-initiating cells (n = 12 colony tests from 4 experiments), and (K) cell death (n = 4 experiments). HES1, ΔBHES1 (BHES1), and GFP control (E) cells were grown with growth factors under serum deprivation conditions (without factors) or complete medium (E comp).

## Discussion

In humans, identification of SSCs is still limited because of a notable lack of markers. Human A_dark_ and A_pale_ spermatogonia show highly similar transcriptomics profiles (Jan et al., 2017), suggesting that morphological nuclear criteria are not necessarily related to progenitor and stem cell states. Different cell states have been delineated in the primitive spermatogonial and SSC population using scRNA-seq (Wang et al., 2018; Guo et al., 2018; Hermann et al., 2018; Sohni et al., 2019; Shami et al., 2020). However, these putative SSC subsets must be validated by functional assays. TSPAN33 and PLPPR3, identified in these subsets, have been confirmed recently as SSC markers using testicular transplantation assays (Tan et al., 2020; Shami et al., 2020). We designed a combination panel of four SSC markers, described previously in mice (Barroca et al., 2009; Corbineau et al., 2017), that allowed us to identify an SSC population highly enriched with the β-2M^−^SPα-6^+^THY1^+^ phenotype, which was validated using transplantation functional assays.

Some of the markers used in our study, such as ITGA6 and THY1, have been reported previously to be human SSC markers, but they were tested individually and not in combination with other markers (Valli et al., 2014). We show that ABCG2 is involved in the DNA dye efflux that results in the human SP phenotype, similar to what has been observed in mice (Lassalle et al., 2004). A relatively high degree of conservation was observed between rodent and primate SSC markers, although the SP phenotype is still under debate, probably because of the different mouse models and experimental procedures and/or different gating used to define it (Kubota et al., 2003). Compared with other mammalian models, a caveat regarding stem cell identification in humans is the issue of lineage tracing analysis, and analysis of the regenerative capacity after testicular transplantation is still the best functional assay to test the stem cell potential. A testicular transplantation assay showed that the β-2M^−^SPα-6^+^ THY1^+^ population is highly enriched in stem cell activity, and *in vitro* assays showed that these cells have the capacity to form short-term germinal clusters. The stem cell activity of this population (187 colonies/10^5^ transplanted donor cells) indicates that the combination of the 4 markers used here improved the definition of this stem cell subpopulation compared with previous strategies (Dovey et al., 2013; Valli et al., 2014). Comparison of the transcriptome of the β-2M^−^SP^+^α-6^+^THY1^+^ population with that of scRNA-seq studies of human spermatogonia (Guo et al., 2018; Sohni et al., 2019) and that of RNA-seq of PLPPR3^+^ spermatogonia (Tan et al., 2020) suggests that this population contains the primitive states of human spermatogonia.

We identified genes sets and a network of TRs that are preferentially expressed in this population of human undifferentiated spermatogonia highly enriched for SSCs. Some have been reported previously to be relevant for maintenance of SSC and spermatogonial progenitors in mice (e.g., PIWIL4, FGFR2, GFRA1, ADGRA3/GPR125, PIK3CA, SALL1, SALL3, TEC, ZBTB33, and ABCG2/BCRP1). Gene Ontology annotations highlighted cell migration and motility as top biological processes in human β-2M^−^SP^+^α-6^+^THY1^+^ cells. Migration of SSCs over the seminiferous tubules niche is observed frequently in mice and plays a role in determination of their fate toward self-renewal or differentiation (Nakagawa et al., 2010). TGF/BMP/SMAD, PEDF, EMT, and the embryonic stem cell pluripotency pathways were among the most highly regulated in human primitive spermatogonia. Interestingly, PEDF has been reported to be secreted by human testicular peritubular cells (Windschüttl et al., 2015). EMT is a highly conserved cellular process that involves transformation of epithelial cells into mesenchymal cells and has been implicated in embryogenesis, tissue repair, and tumorigenesis. EMT signaling via stringent attachment of SSCs and spermatogonial progenitors to the basement membrane could play a role in their physiologic status and cell fate determination. NDRG1 and G-CSF signaling, predicted to be potential top upstream regulators of primitive spermatogonia, belong to pathways involved in regulation of murine SSCs (Kanatsu-Shinohara et al., 2016; Kotzur et al., 2017). Inflammatory signaling, known to affect the hematopoietic stem cell fate (Pietras, 2017), has also been found to be relevant to human β-2M^−^SP^+^α-6^+^THY1^+^ SSCs.

SSC maintenance was affected in culture *in vitro* when *Hes1* expression was reduced. Constitutive downregulation of *Hes1* can affect stem cells and can lead to neuronal differentiation (Liu et al., 2015; Kageyama et al., 2008). Ectopic constitutive expression of human HES1 has a protective effect in murine SSCs and progenitors when they are exposed to medium starvation conditions and poised for quiescence, as seen in other cell types (Sang et al., 2008). Targeted overexpression of HES1 has been shown previously to have a survival effect in melanoblasts by protecting the cells from elimination by apoptosis (Moriyama et al., 2006), in line with our observations on cell death in SSC culture. Hence, the role of HES1 in the SSC physiology, at least *in vitro*, questions the potential role of the NOTCH pathway in SSCs, which remains controversial (Hasegawa et al., 2012; Huang et al., 2013; Garcia et al., 2017). Other factors, such as FGF2, can also induce HES1 expression (Sato et al., 2010). Although the mechanisms involved in the function of HES1 need further investigation, especially by *in vivo* analyses, our results suggest that HES1 plays a role in the physiology of murine SSCs.

Studies using high-throughput RNA profiling to comprehensively analyze gene expression in spermatogenesis will increase our understanding of the molecular pathways involved in germ cell differentiation and promote identification of the molecular defects responsible for infertility. Deciphering the molecular pathways that regulate self-renewal and proliferation in SSCs could also help with developing and improving culture conditions for *in vitro* amplification of human SSCs, which is critically important for applying SSCs in therapeutic treatments.

## Experimental procedures

For details, see the supplemental experimental procedures.

### Experimental model and human materials

Adult human testis biopsies were obtained from individuals with obstructive azoospermia with normal spermatogenesis who consented to inclusion in this study (institutional review board [IRB]-approved protocol IRB 00003835, 2012/40ICB).

### Flow cytometry analysis of testicular single-cell suspensions

Testicular single-cell suspensions were prepared from human biopsies. Vybrant staining (1 μg/mL) and immunolabeling of α-6 integrin, THY1, and β2M of the cell suspensions were performed as described previously (Barroca et al., 2009; Corbineau et al., 2017). This protocol was applied to 16 human donors in this study, providing representative flow cytometry profiles as illustrated in Figure 1A.

### Transcriptome

RNA samples were analyzed using an Affymetrix Human Gene 2.1 ST Array and an Affymetrix GeneChip Mouse Gene 2.0 ST Array (Thermo Fisher Scientific).

### Statistics

All values are shown as mean ± SEM. Statistical analyses were performed by Student’s t test (GraphPad Prism software): ns, not significant, p > 0.05; ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.001.

### Data and code availability

The accession number for the microarray data reported in this paper is GEO: GSE155509.

## Author contributions

M.G., V.F., B.L., V.B.-L., and P.F. provided project design. M.G., V.F., B.L., and P.F. performed experiments and analyzed and interpreted data. A.S.G., C.L., I.H., A.J., F.H., I.A., and L.R. participated in experimentation and provided comments. F.D., S.J., and F.L. participated in microarray and bioinformatics analyses. F.P. provided NSG mice. N.T., C.P., J.P.W., and V.B.-L. supervised sample acquisition. M.G., V.F., and P.F. prepared the manuscript.

## Conflicts of interest

The authors declare no competing interests.

## Supplemental information

Document S1. Supplemental experimental procedures, Figures S1–S6, and Tables S1–S8

Table S1. List of DEGs enriched in the β-2M^−^α-6^med^THY1^−^-“S-phase”, spermatocyte I (spI) and spermatocyte II (spII) populations at the spermatocyte I/β-2Mα-6^med^THY1^−^-“S-phase” and spermatocyte II/spermatocyte I cell state transitions according to their chromosomal positions

Table S2. List of DEGs at the different transitions of germinal cell states (A) List of DEGs in the β-2M^−^SPα-6^+^THY1^+^ (T^+^), β-2M^−^SPα-6^med^THY1^−^ (T^−^), spermatocyte I (4N), spermatocyte II (2N), and spermatid (N) populations at the different transitions of cell states (fc>2, p<0.02). (B) List of DEGs in the β-2M^−^SPα-6^+^THY1^+^ population (fc>2, p<0.02). (C) List of transcriptional regulators (TR) that varied across spermatogenesis and preferentially enriched in the β-2M^−^SPα-6^+^THY1^+^ population (fc>2, p<0.02).

Table S7. Comparison of DEGs in murine and human spermatogonia (A) List of DEGs from comparison between the undifferentiating spermatogonia (KIT-) and the differentiating spermatogonia (KIT+) populations in mice (fc>1.5, p<0.02). (B) List of genes conserved between the human β-2M^−^SPα-6^+^THY1^+^ and murine β-2M^−^SPα-6^+^c-kit- cell populations (fc>1.5, p<0.02 for both lists).

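The values computed here followed the fold changes of Table S7A, which lists 2151 genes, 1238 of them higher in c-kit- cells and 913 higher in c-kit+ cells according to the paper. The table gives c-kit+ over c-kit- cells, so its sign was turned. All 2151 genes were matched by gene ID, and all had the same direction in both. Across these genes, Pearson's r between the paper's log2 fold change and the difference of group means was 0.999 and Spearman's rho 0.995, with a slope of 1.00 (across genes, which are not independent replicates). The values of 707 genes were equal within a tolerance of 1e-04, and 40 differed by over 0.2, the largest difference being 0.49. For Glis3 the paper's reported value is 3.92 and the one computed here is 3.92, for Kit the pair is -3.59 and -3.64, and for Ddit4, a gene induced by stress, 1.87 and 2.20. Of the paper's 1238 genes, 1189 passed its thresholds by limma here and 1204 had an adjusted p under 0.05. Of its 913 genes, 888 and 897 did. By the ANOVA as run here, 1144 and 854 of the paper's genes passed its thresholds. Across the listed genes, Spearman's rho between the paper's p-values and those of this ANOVA was 0.497, so the paper's p-values were not reproduced.

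**Figure D4:**
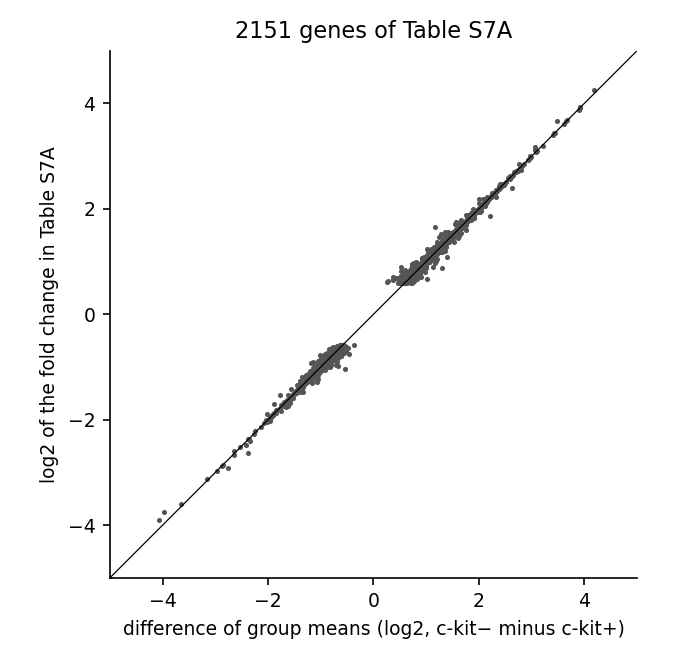
Log2 fold change in Table S7A against the difference of group means computed from the arrays, 1 point per gene, for 2151 genes, with the line of equal values. Positive values are higher in c-kit- cells, and no point lies in a quadrant of opposite signs.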

Document S2. Article plus supplemental information

# Supplementary material for: Transcriptional profiling of β-2M−SPα-6+THY1+ spermatogonial stem cells in human spermatogenesis
**Source:** Stem Cell Reports. 2022 Mar 24;17(4):936–52. doi: 10.1016/j.stemcr.2022.02.017
**Supplement:** Document S1. Supplemental experimental procedures, Figures S1–S6, and Tables S1–S8

Supplemental Information

Transcriptional profiling of β -2M⁻SP α -6⁺THY1⁺ spermatogonial stem cells in human spermatogenesis

Maelle Givelet, Virginie Firlej, Bruno Lassalle, Anne Sophie Gille, Clementine Lapoujade, Isabelle Holtzman, Amandine Jarysta, Farahd Haghighirad, Florent Dumont, Sébastien Jacques, Franck Letourneur, Françoise Pflumio, Isabelle Allemand, Catherine Patrat, Nicolas Thiounn, Jean Philippe Wolf, Lydia Riou, Virginie Barraud-Lange, and Pierre Fouchet

A

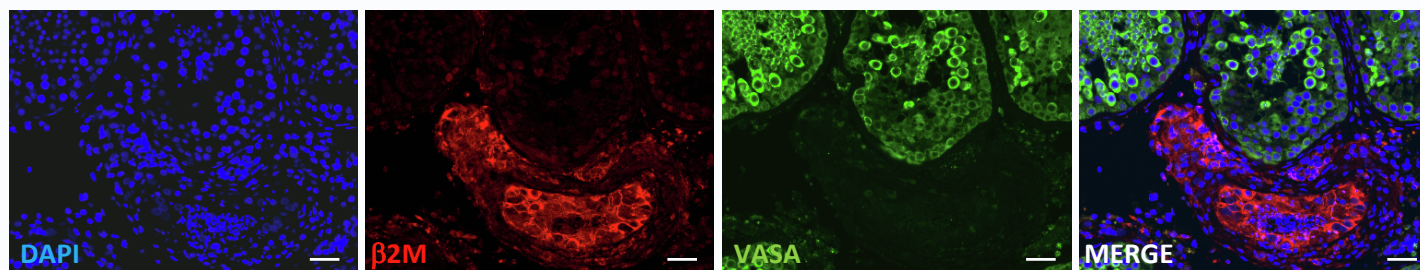

B

PI⁻ cells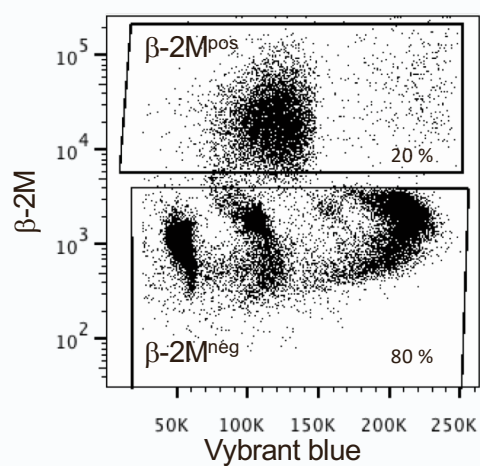

C

 $\beta 2M^-$ 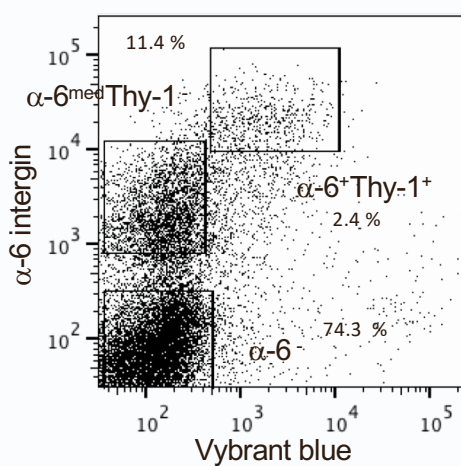

D

 $\beta 2M^- \alpha 6^+ \text{Thy-1}^+$ 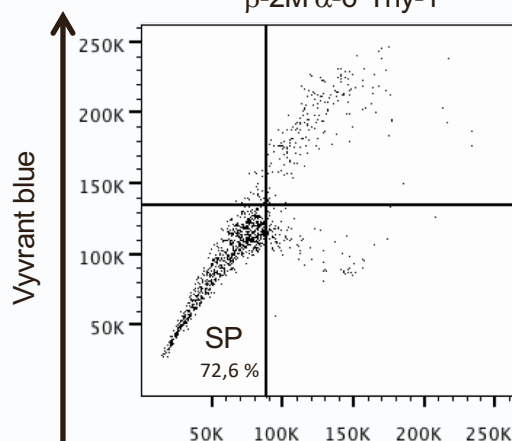

E

 $\beta 2M^- \alpha 6^{\text{med}} \text{Thy-1}^-$ 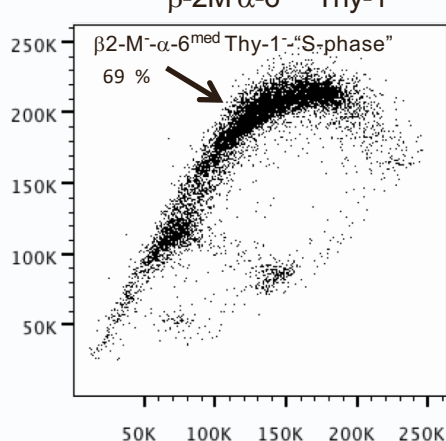

F

 $\beta 2M^- \alpha 6^-$ 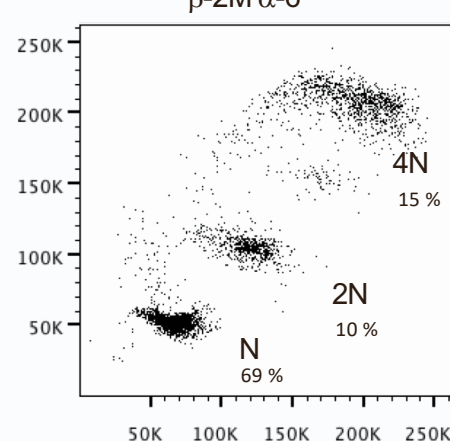

Vybrant red

G

 $\beta 2M^{\text{pos}}$ 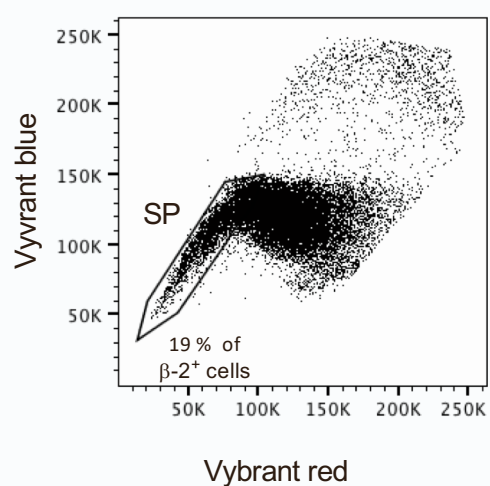

H

 $\beta 2M^{\text{pos}}$ SP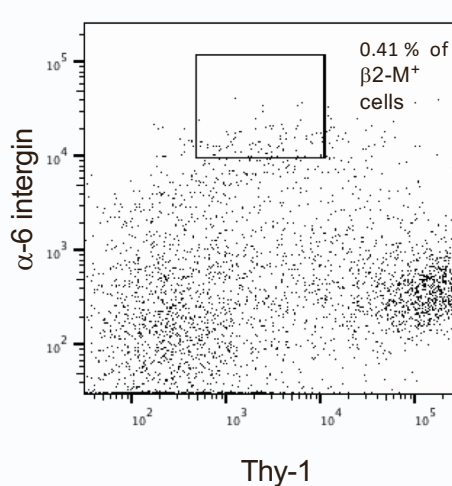

I

PI⁻ $\beta 2M^-$ 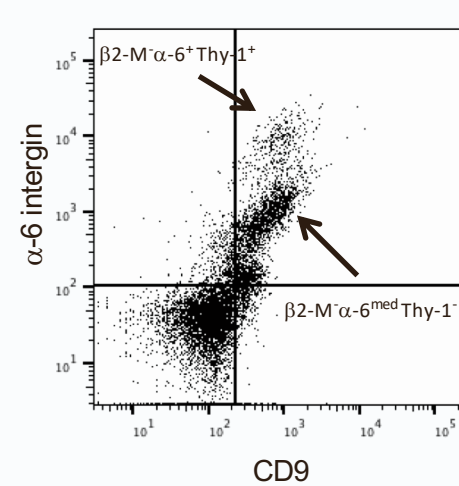

Figure S1

Supplemental Figure S1: $\beta 2M^- \alpha -6^+ \text{THY1}^+$ cells are mainly found in the SP population.

(A) Immunofluorescent analysis of $\beta 2M$ expression in human testicular tissue. $\beta 2M$ fluorescent signal was observed in the interstitial tissue, but not in DDX4-positive germ cells, scale bar: 20 microns. (B) $\beta 2M$ expression and Vybrant blue fluorescence in viable human testicular cells (PI-negative). (C) THY1 and $\alpha -6$ integrin expression in $\beta 2M$ -negative cells. $\beta 2M^- \alpha -6^+ \text{THY1}^+$, $\beta 2M^- \text{SP} \alpha -6^{\text{med}} \text{THY1}^-$, and $\alpha -6^{\text{neg}}$ cells are indicated. (D) (E) (F) Vybrant blue and red fluorescence in $\beta 2M^- \alpha -6^+ \text{THY1}^+$ (D), $\beta 2M^- \alpha -6^{\text{med}} \text{THY1}^-$ (E), and $\alpha -6^{\text{neg}}$ populations (F) as defined in Fig. S1C. Side population (SP); meiotic and postmeiotic subpopulations of spermatocyte I (4N DNA content), spermatocyte II (2N DNA content), and spermatid (N DNA content) cells, and " $\beta 2M^- \alpha -6^{\text{med}} \text{THY1}^-$ -S-phase" cells are indicated. (G) Vybrant blue and red fluorescence in $\beta 2M$ -positive testicular cells as defined in Fig. S1B. (H) THY1 and $\alpha -6$ integrin expression in $\beta 2M^+ \text{SP}$ cells. Low frequency of somatic $\text{SP} \alpha -6^+ \text{THY1}^+$ cells were also detected in the $\beta 2M^+$ population (I) CD9 and $\alpha -6$ integrin expression in viable PI $\beta 2M^-$ cells. Cells corresponding to $\beta 2M^- \alpha -6^+ \text{THY1}^+$ and $\beta 2M^- \alpha -6^{\text{med}} \text{THY1}^-$ populations are indicated.

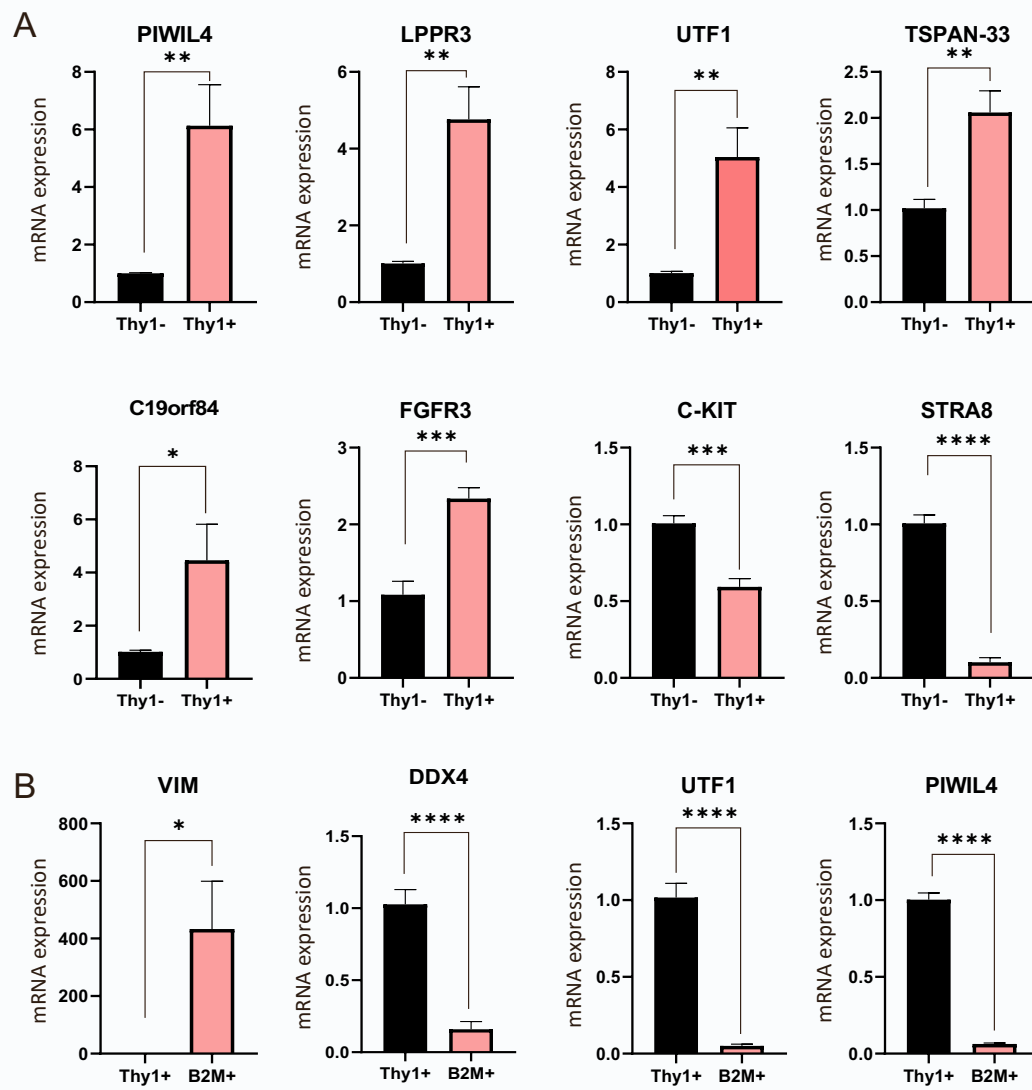

Figure S2

Supplemental Figure S2: (A) Analysis by RT-qPCR of the expression of *PIWIL4* (n=4), *C19orf84* (n=5), *TSPAN33* (n=6), *PLPPR3* (n=5), *FGFR3* (n=5), *UTF1* (n=5), *KIT* (n=5) and *STRA8* (n=5) gene spermatogonial markers in the β -2M-SP α -6⁺THY1⁺ (T⁺) and β -2M-SP α -6^{med}THY1⁻ (T⁻) populations (pool of RNA from 3 different donors), (B) Analysis by RT-qPCR of the expression of the somatic *VIM* gene marker (n=5), and of *DDX4/VASA* (n=6), *PIWIL4* (n=4) and *UTF1* (n=5) gene spermatogonial markers in the β -2M-SP α -6⁺THY1⁺ (Thy1⁺) and β -2M⁺ (B2M⁺) populations. (pool of RNA from 2 different donors)

A

Symbol	FC
CABS1	51.10
LINC01760	48.08
LOC105376980	39.29
LOC101928317	28.75
LYZL6	25.25
FBXW10	24.39
LOC105374836	21.98
LINC01766	21.11
ACTRT2	21.03
LINC01921	19.86
MCHR2-AS1	19.60
PLAAT5	19.06
LOC107983959	17.83
ACTL7A	17.75
GTSF1L	17.05
FAM209A	15.72
IQCF4	15.58
LINC00919	15.04
CAPZA3	14.84
TMCO2	14.68
CCDC54	14.57
LOC107986582	14.48
HMGB4	14.44
ZC2HC1B	14.21
P3R3URF	14.08

B

Symbol	FC
SNORD13P1	17.63
LINC02116	12.04
FAM197Y9	10.83
MIR4324	10.61
H3-4	9.10
FBXO47	8.33
LINC02460	7.53
HESX1	7.34
UBR5-AS1	7.17
HOTAIR	5.46
GEMIN8P4	5.31
HOXC5	5.07
RAD51AP2	5.06
HLA-B	5.02
RAB41	4.83
OTUD6A	4.78
TNFAIP8L3	4.66
LOC105375605	4.58
LOC100499489	4.57
OR3A2	4.56
SPO11	4.52
USP6	4.43
PRSS41	4.32
PRSS38	4.25
LOC105372210	4.20

C

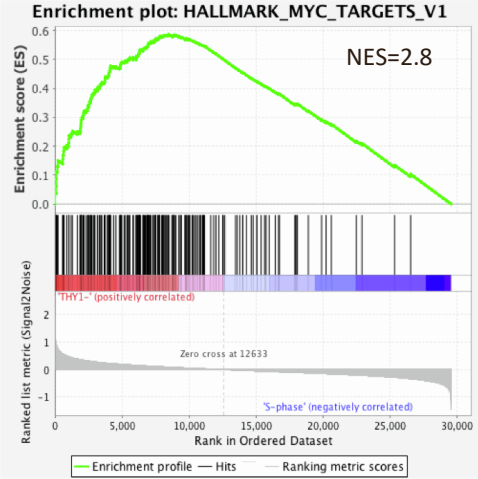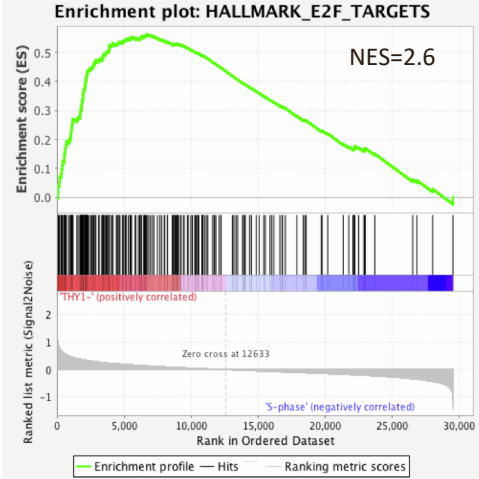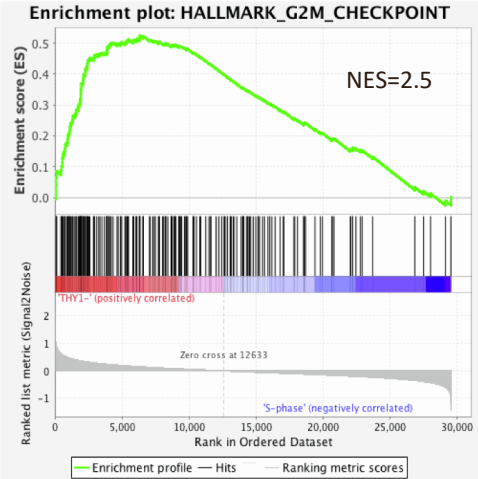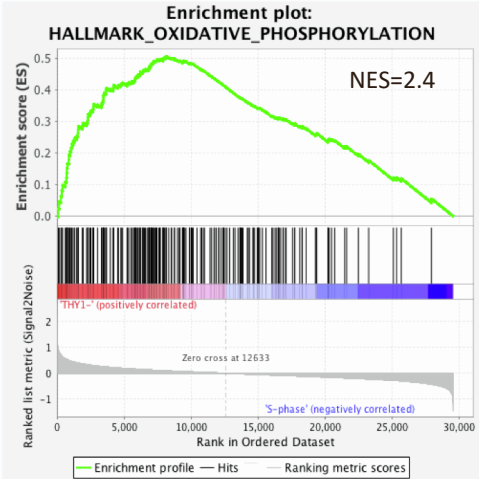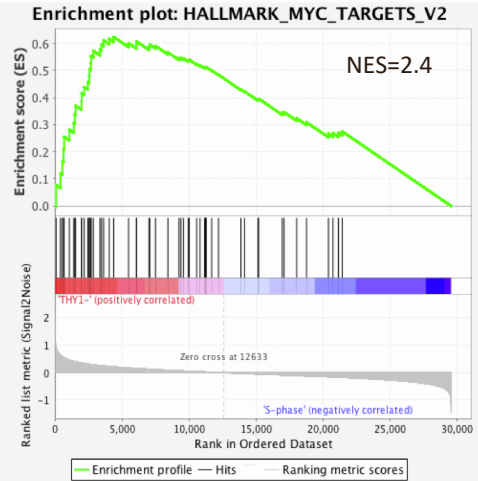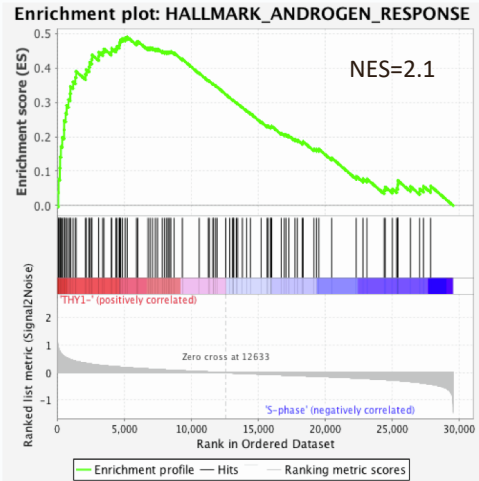

D

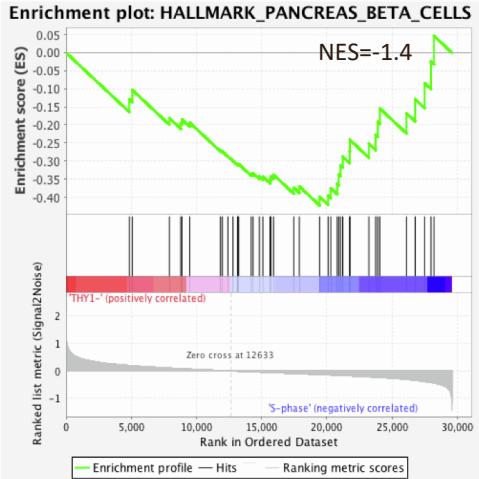

Figure S3

Supplemental Figure S3: Expression signature from comparison of β -2M⁻ SP α -6^{med}

THY1⁻ with β -2M⁻ α -6^{-med}THY1⁻-"S-phase" spermatogonial cells

(A) Top-25 list of differentially expressed genes in β -2M⁻ SP α -6⁺THY1⁻, (B) Top-25 list of differentially expressed genes in β -2M⁻ α -6^{-med}THY1⁻-"S-phase". (C and D) GSEA enrichment plots from GSEA hallmark analysis of pathways (C) in β -2M⁻ SP α -6^{med}THY1⁻ (FDR=0) and (D) in β -2M⁻ α -6^{-med}THY1⁻-"S-phase" (FDR $\leq$ 0.05).

A

Symbol	FC
FBXW10	88,29
LOC107986582	74,37
MCHR2-AS1	58,63
HHLA3-AS1	49,91
TMIGD3	47,68
PLAAT5	46,85
LINC02619	41,48
LINC00882	38,88
ROPN1L-AS1	38,36
AQP5	36,96
HSD52	36,45
LOC101928721	34,38
LINC01766	32,94
C9orf57	32,25
CABS1	32,12
LOC105375843	31,73
LINC00911	31,37
LOC100507071	31,36
LOC100240728	31,33
LOC105378044	30,23
ZNF385D	30,06
PPFIA2-AS1	29,30
ACR	29,17
TMEM225	28,70
ZC2HC1B	28,40

B

Symbol	FC
SSX3	56,14
H2AC20	50,20
ZNF280C	28,83
TEX19	25,77
STEAP1	25,36
FAM197Y9	25,22
H2AC8	24,89
HPRT1	24,26
H3C11	22,87
CT45A10	22,24
PAGE1	22,14
PRR20G	19,81
WDR44	19,21
CCNB3	19,17
ATP2B1	18,67
H13	18,63
CT55	17,53
PRDM7	17,36
CDC6	17,07
GBA	16,95
PRSS38	16,88
FBXO5	16,22
MAGEC1	16,05
ATP11C	15,88
BEND2	15,26

C

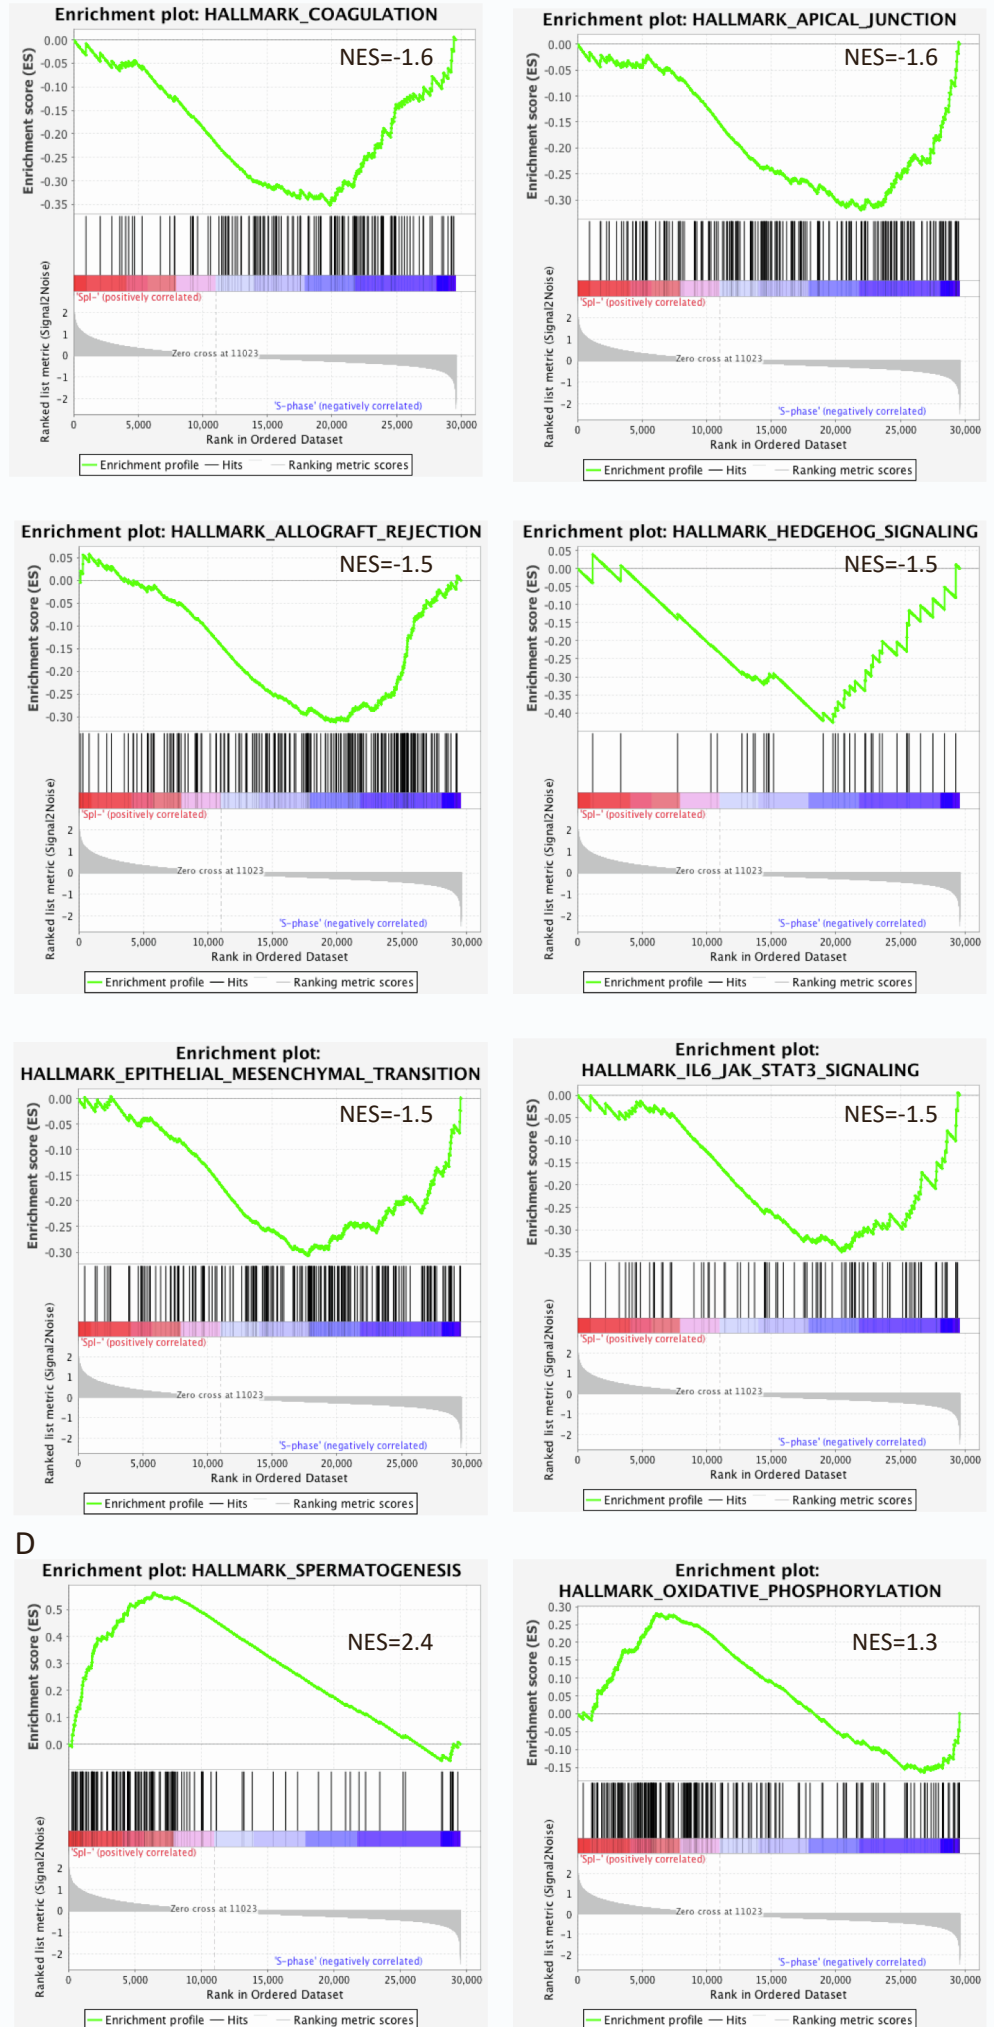

Figure S4

Supplemental Figure S4: Expression signature from comparison of β -2M α -6^{med}THY1-
-“S-phase” with spermatocyte I cells.

(A) Top-25 list of differentially expressed genes in β -2M α -6^{med}THY1-“S-phase”, (B)
Top-25 list of differentially expressed genes in spermatocyte I. (C and D) GSEA
enrichment plots from GSEA hallmark analysis of pathways (C) in β -2M α -6^{med}THY1-
“S-phase” (FDR<0.1) and (D) in spermatocyte I (FDR <0.3).

A

Symbol	FC
H16	57,24
C9orf57	55,85
H34	53,14
H2AC1	40,28
GOLGA2P11	32,67
SELENOT	28,85
HLTF	23,08
MAD2L1	21,23
LOC100507384	20,86
H2BC1	20,15
C4orf46	19,95
TDRG1	19,85
LOC105370612	18,75
MARK2P9	18,17
NBPF1	18,00
LINC00865	17,61
LINC02721	17,25
LINC02475	17,22
LOC105369649	16,92
LOC105370613	16,10
IQCB1	15,89
H11	15,67
C18orf63	15,35
NAE1	14,54
TSNAX	14,16

B

Symbol	FC
LINC00524	24,56
LOC101927269	22,39
LINC00411	21,87
LOC105370739	21,45
LOC101928093	21,01
LINC01919	20,95
LOC107984561	19,96
LOC107985743	18,41
LOC105370248	17,99
CACNA1C-IT3	17,79
LOC105372038	17,18
LOC102724080	16,26
LOC105369714	15,89
LOC105371010	15,70
DIAPH1-AS1	14,47
LOC105374258	14,40
LOC105378885	14,39
LINC01717	14,11
LOC105375559	14,07
OXCT2	13,90
LOC105371371	13,80
HSFX4	13,74
LOC105375377	13,73
LOC105371342	13,71
LOC105372750	13,70

C

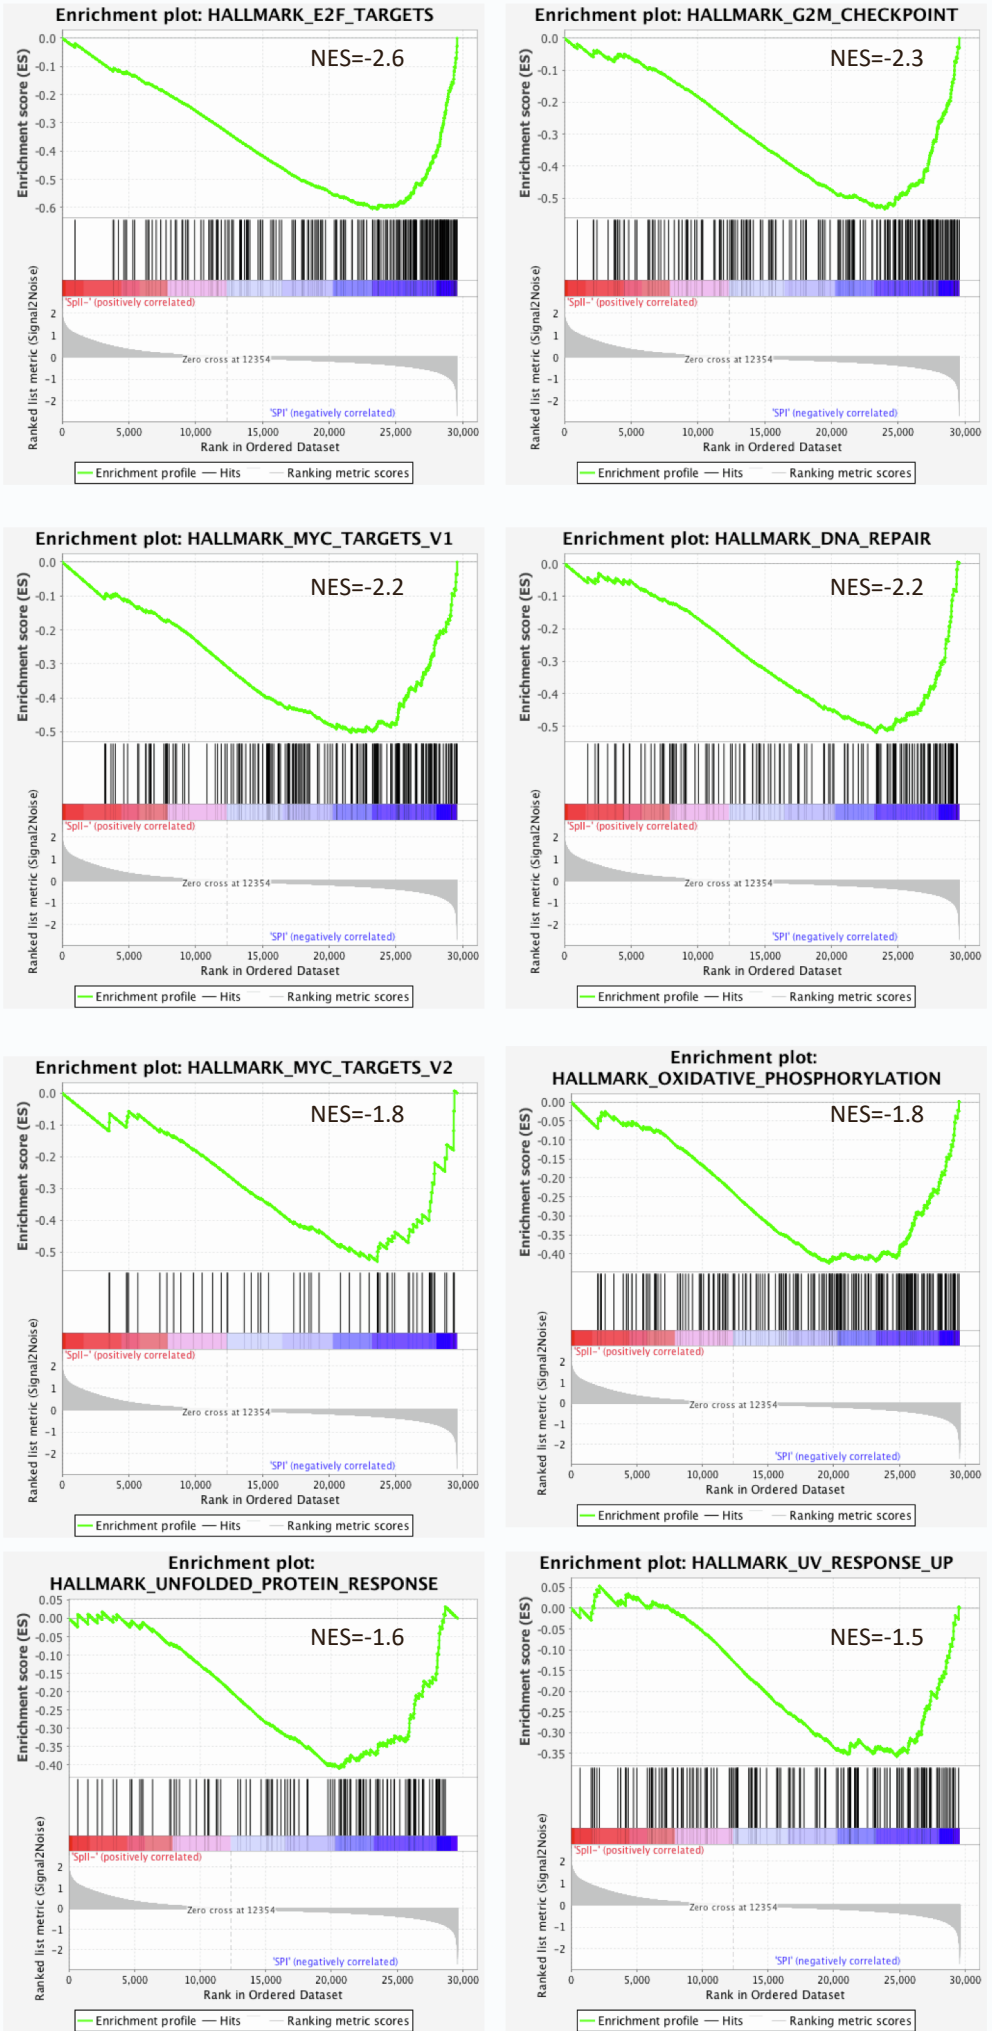

Figure S5

Supplemental Figure S5: Expression signature from comparison of spermatocyte I with spermatocyte II cells.

(A) Top-25 list of differentially expressed genes in spermatocyte I, (B) Top-25 list of differentially expressed genes in spermatocyte II (C) GSEA enrichment plots from GSEA hallmark analysis of pathways in spermatocyte I ($FDR \leq 0.005$). No enrichment of pathways was found in spermatocyte II with $FDR < 1$ and $NES > 1.3$.

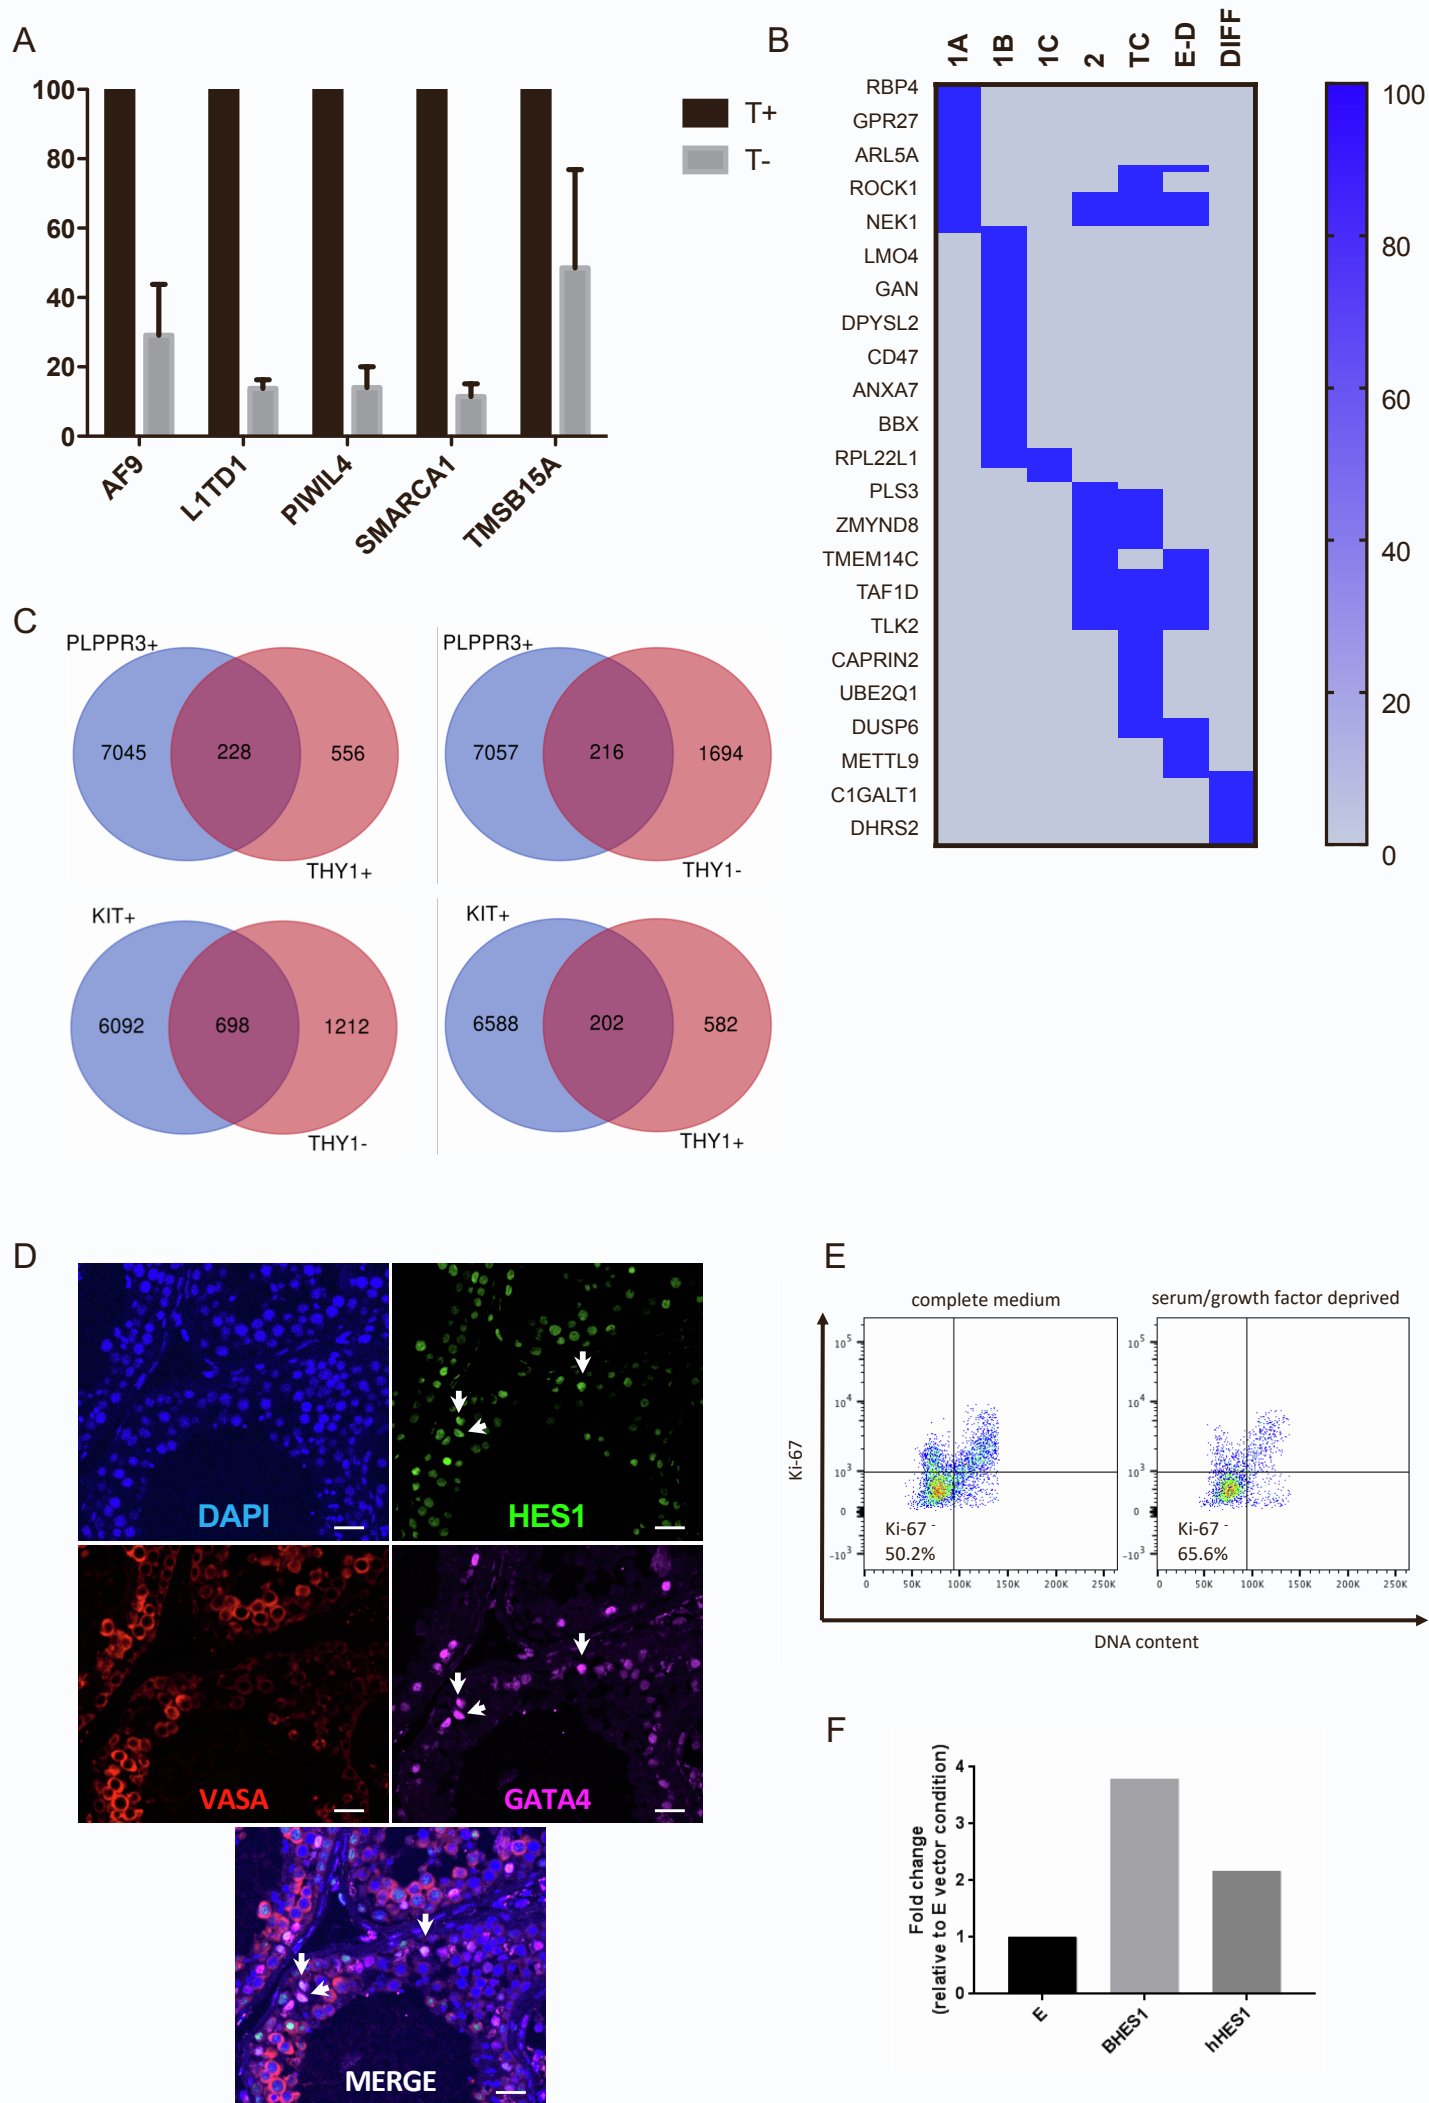

Figure S6

Supplemental Figure S6: Analysis of genes enriched in the $\beta 2M^{-}SP\alpha-6^{+}THY1^{+}$ transcriptome

(A) Validation by qRT-PCR of genes found to be overexpressed in $\beta 2M^{-}SP\alpha-6^{+}THY1^{+}$ (T^{+}) compared to $\beta 2M^{-}SP\alpha-6^{med}THY1^{-}$ (T^{-}) on Affymetrix microarray. (B) Heatmap showing the distribution of the expression of genes in $\beta 2M^{-}SP\alpha-6^{+}THY1^{+}$ population according to the gene clusters defining the different states in the human adult SSC development as defined by Sohni et al., {Sohni et al., 2019, #56519}. Clusters SSC 1A, 1B, 1C and 2 describing stem cell population, transition cells (TC), Early differentiating spermatogonia (ED) and Differentiating spermatogonia (DIFF) (Sohni et al., 2019). (C) Venn diagram showing the relationships between the transcriptomes of human $\beta-2M^{-}SP\alpha-6^{+}THY1^{+}$, $\beta-2M^{-}SP\alpha-6^{med}THY1^{-}$, PLPPR3⁺ (Tan et al., 2020) and KIT⁺ (Tan et al., 2020) spermatogonial populations. The number of genes in each group is indicated. (D) Immunofluorescent detection of HES1 and GATA-4 in human testes from obstructive azoospermia patient: DAPI (Blue), HES1 (green), VASA (red), GATA-4 (magenta), arrows (HES1-positive Sertoli cells), scale bar: 20 microns. (E) Ki-67/DNA content analysis of SSCs cultured in complete serum or under serum/growth factor-deprived conditions. (F) mRNA expression of *HES1* and $\Delta B H E S 1$ in SSCs transduced with *HES1* (HES1), $\Delta B H E S 1$ (BHES1), and *GFP* control (E) vectors.

Supplemental Table S1: List of DEGs enriched in the β -2M⁻ α -6^{med}THY1⁻-“S-phase”, spermatocyte I (spl) and spermatocyte II (spll) populations at the spermatocyte I/ β -2M⁻ α -6^{med}THY1⁻-“S-phase” and spermatocyte II/spermatocyte I cell state transitions according to their chromosomal positions.

Supplemental Table S2: (A) List of DEGs in the β -2M⁻SP α -6⁺THY1⁺ (T⁺), β -2M⁻SP α -6^{med}THY1⁻ (T⁻), spermatocyte I (4N), spermatocyte II (2N), and spermatid (N) populations at the different transitions of cell states (fc>2, p<0.02). (B) List of DEGs in the β -2M⁻SP α -6⁺THY1⁺ population (fc>2, p<0.02). (C) List of transcriptional regulators (TR) that varied across spermatogenesis and preferentially enriched in the β -2M⁻SP α -6⁺THY1⁺ population (fc>2, p<0.02).

GO cellular component complete	fold Enrichment	raw P-value	FDR
filopodium (GO:0030175)	4.45	4.86E-06	4.24E-04
lamellipodium (GO:0030027)	3.32	4.96E-06	4.14E-04
growth cone (GO:0030426)	2.84	2.20E-04	1.34E-02
site of polarized growth (GO:0030427)	2.73	3.45E-04	1.82E-02
RNA polymerase II transcription factor complex (GO:0090575)	2.73	7.56E-04	3.52E-02
nuclear transcription factor complex (GO:0044798)	2.51	8.26E-04	3.76E-02
actin-based cell projection (GO:0098858)	2.50	8.67E-04	3.86E-02
cell leading edge (GO:0031252)	2.45	6.41E-06	5.14E-04
secretory granule lumen (GO:0034774)	2.36	2.06E-04	1.29E-02
cytoplasmic vesicle lumen (GO:0060205)	2.33	2.39E-04	1.41E-02

Supplemental Table S3: Cellular component annotations of the β -2M-SP α -6⁺THY1⁺ gene list obtained according to the GO PANTHER classification

GO molecular function	fold Enrichment	raw P-value	FDR
protein binding involved in heterotypic cell-cell adhesion (GO:0086080)	14.51	1.62E-05	2.47E-03
Rac guanyl-nucleotide exchange factor activity (GO:0030676)	9.24	4.67E-04	4.91E-02
Rho guanyl-nucleotide exchange factor activity (GO:0005089)	5.59	2.04E-04	2.41E-02
transcription cofactor binding (GO:0001221)	5.13	3.41E-04	3.84E-02
cell-cell adhesion mediator activity (GO:0098632)	4.93	4.34E-04	4.66E-02
transmembrane receptor protein kinase activity (GO:0019199)	4.12	1.64E-04	2.05E-02
DNA-binding transcription repressor activity, RNA polymerase II-specific (GO:0001227)	3.12	1.79E-06	3.84E-04
DNA-binding transcription repressor activity (GO:0001217)	3.12	1.79E-06	3.67E-04
protein tyrosine kinase activity (GO:0004713)	3.03	4.22E-04	4.64E-02
phosphatase binding (GO:0019902)	2.84	2.20E-04	2.54E-02

Supplemental Table S4: Molecular function annotations of the β -2M-SP α -6⁺THY1⁺ gene

list obtained according to the GO PANTHER classification

NAME	NES	NOM p-val	FDR q-val
HALLMARK_UV_RESPONSE_DN	1.854	0.000	0.003
HALLMARK_INFLAMMATORY_RESPONSE	1.803	0.000	0.005
HALLMARK_COAGULATION	1.784	0.000	0.004
HALLMARK_ALLOGRAFT_REJECTION	1.693	0.000	0.007
HALLMARK_KRAS_SIGNALING_UP	1.689	0.000	0.006
HALLMARK_ANGIOGENESIS	1.647	0.007	0.008
HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION	1.619	0.000	0.009
HALLMARK_TGF_BETA_SIGNALING	1.614	0.012	0.008
HALLMARK_HEDGEHOG_SIGNALING	1.543	0.019	0.015
HALLMARK_COMPLEMENT	1.485	0.005	0.024
HALLMARK_IL6_JAK_STAT3_SIGNALING	1.482	0.015	0.023
HALLMARK_APICAL_SURFACE	1.406	0.053	0.046
HALLMARK_INTERFERON_GAMMA_RESPONSE	1.402	0.008	0.044
HALLMARK_NOTCH_SIGNALING	1.388	0.077	0.046
HALLMARK_KRAS_SIGNALING_DN	1.374	0.018	0.049
HALLMARK_HYPOXIA	1.321	0.023	0.074

Supplemental Table S5: Pathways enriched in the β -2M-SP α -6⁺THY1⁺ population (GSEA analysis).

NAME	NES	NOM p-val	FDR q-val
HALLMARK_SPERMATOGENESIS	-2.862	0.000	0.000
HALLMARK_MYC_TARGETS_V1	-2.608	0.000	0.000
HALLMARK_E2F_TARGETS	-2.561	0.000	0.000
HALLMARK_OXIDATIVE_PHOSPHORYLATION	-2.251	0.000	0.000
HALLMARK_G2M_CHECKPOINT	-2.104	0.000	0.000
HALLMARK_DNA_REPAIR	-2.061	0.000	0.000
HALLMARK_MYC_TARGETS_V2	-1.999	0.000	0.000
HALLMARK_UV_RESPONSE_UP	-1.828	0.000	0.001
HALLMARK_UNFOLDED_PROTEIN_RESPONSE	-1.752	0.000	0.002

Supplemental Table S6: Pathways enriched in the β -2M⁻ SP α -6^{med} THY1⁻ population (GSEA analysis)

Supplemental Table S7: (A) List of DEGs from comparison between the undifferentiating spermatogonia (KIT-) and the differentiating spermatogonia (KIT+) populations in mice ($fc > 1.5$, $p < 0.02$). (B) List of genes conserved between the human β -2M⁻SP α 6⁺THY1⁺ and murine β -2M⁻SP α -6⁺c-kit- cell populations ($fc > 1.5$, $p < 0.02$ for both lists).

gene	primer	5'-3'
AF9	F	CAACGTTACGCCATTG
	R	GTCTGGGATGGTGTGAAG
CXCL9	F	GCATCATCTTGCTGGTTCTGATTGG
	R	GCGACCCTTTCTCACTACTGGGGT
L1TD1	F	TCCCACAAAAGGAAGAAATAAATC
	R	GCTCTATGCTTTGAGTCTATTAGGG
PIWIL4	F	AATGCTCGCTTTGAAGTAGAGAC
	R	ATTTTGGGGTAGTCCACATTAAATC
SMARCA1	F	ACGGCCTCCAAAACAGCCAAATG
	R	TGAGCCAGAGCTGGATTGGGATA
TMSB15A	F	CCGCGAACAGCCTTTCAC
	R	CGACAAGTCTGGCTTATCACTCA
GAPDH	F	GTCGGAGTCAACGGATTTGG
	R	AGCAGCCCTGGTGACCAG
NANOS2	F	GGCTGGAGATGTTGAGAGCAA
	R	AAAGGAAATCCAGTGCGGC
GFRA1	F	GGGAGAAGCCCACTGTTTG
	R	GACAGCTGCTGACAGACCTTGA
ABCG2	F	CAGGAGGCCTTGGGATACTT
	R	GCTATAGAGGCCTGGGGATT
ID4	F	GAGCCGCGCTGTCCAGGTGTG
	R	CTGCTCTTCCCCTCCCTCTCTAGT
PLZF	F	AGCGGTTCTGGATAGTTTGC
	R	TTCGAAAAGTGTGCCACCACT
NANOS2	F	GTCTTCGAGGCTCACCT
	R	GGCATTGAAAGGTGTCAGC
VASA	F	GAAGCTGATCGCATGTTGGATA
	R	TGCAGCCAACCTTTGAATTC
RFX4	F	CCCGGTCCAAACTCGGAAC
	R	TGGCTCTTATTACAGTGTCAGT
RFX2	F	CTATGGGATTCGTCTGAAGCC
	R	GGAGACATCTATGTACTGCTGGT
TNP2	F	CAGAGTTGCAGACAGAGCCAT
	R	TCATAGTCTTTTTGTGGCGCTT
CREM	F	ACACCACCTAGTATTGCTACCA
	R	GGATTGTTCCACCTTGGGCTAT
GUS	F	CCGAGTGAAGATCCCCTTTTTA
	R	CTCATTTGGAATTTGCCGATT
HES1	F	CCAGCCAGTGTCAACACGA
	R	AATGCCGGGAGCTATCTTTCT

TSPAN33	F	CCGCTGGTGAAATACCTGCTC
	R	AGGGCTGCTTCTGCATGCTT
LPPR3 ¹	F	CTTCTGCCCTGCTTCTACTTCG
	R	CATAGCACTGGAAGCCCACC
UTF1 ¹	F	CGGCTCCCAGCGAACCAG
	R	GACGGGCTGAAGCGGAGC
FGFR3 ¹	F	CCGAGCGGATGGACAAGAAG
	R	GACCAGGCTCCACTGCTGAT
VIM ¹	F	GGACCAGCTAACCAACGACAAAG
	R	CTCTCTCTGAAGCATCTCCTCCT
PIWIL4 ¹	F	CATCAAGTTCTCCCGTGTGC
	R	GACACAGAAATGGCAAACCC
C19orf84 ¹	F	AGATGGAACAACCAAGGACG
	R	GTTCAGGAGCAAGGGTGGAG
KIT	F	GGAAGCCTCTTCCAAGGAC
	R	GCTGGCCTCACTTTCAGGAT
DDX4/VASA ³	F	AAGAGAGGCGGCTATCGAGATGGA
	R	CGTTCACTTCCACTGCCACTTCTG
NANOS3 ²	F	ACGCTTCTGCCCCTTAC
	R	TTCTTGCCTGCCGAGTTT
STRA8 ⁴	F	AATCCCATGACAGAGCAAC
	R	TTATCCAGGGTTTGCTCCAG

¹From Sohni et al., 2019; ²From Hermann et al., 2018, ³From Anderson et al., Conserved and divergent patterns of expression of DAZL, VASA and OCT4 in the germ cells of the human fetal ovary and testis. *BMC Dev Biol.* **7**, 136 (2007), ⁴From Medrano et al., Human somatic cells subjected to genetic induction with six germ line-related factors display meiotic germ cell-like features Scientific report, 6, 24956 (2016).

Supplemental Table S8: Primer list

Supplemental Experimental procedures

Experimental model and human materials

Adult human testis biopsies from obstructive azoospermia patients with normal spermatogenesis were obtained from the CECOS Hospital Cochin. All patients consented to inclusion in this research study (IRB-approved protocol: IRB 00003835; 2012/40ICB; French Institutional Review Board-Comité de Protection des Personnes, Ile de France IV). The C57Bl6/J, FVB/N, and immunodeficient NOD/Shi-scid/IL-2Ry^{null} (NSG) mice were housed in our animal facility. All experiments were performed in compliance with European legislation and the guidelines of the Ethics Committee of the French Ministry of Agriculture (Agreement B9203202). All animal-related procedures were performed in compliance with the European Communities Council Directive of 22th September 2010 (EC/2010/63) and were approved by Comité d’Ethique en Expérimentation Animale, Direction de la Recherche Fondamentale, CEA (authorization 14-081; CEtEA-CEA DRF IdF).

Testicular single-cell suspensions, immunomagnetic and flow cell sorting, and flow cytometry analysis

Testicular single-cell suspensions were prepared from human biopsies. The tissue was incubated in trypsin 0.25% containing collagenase I (final concentration, 0.5 mg/ml) for 20 minutes at 34°C. The cell suspension was then filtered (20 µm). The vital DNA dye Vybrant, which was previously shown to identify cells with the SP phenotype during hematopoiesis, was used instead of Hoechst 33342, owing to the wavelength

excitation maxima (369 nm) of the Vybrant fluorophore (Telford et al., 2007). Vybrant staining (1 µg/ml) of the cell suspensions was performed as previously described (Barroca et al., 2009; Corbineau et al., 2017), and cells were labeled with anti-α6 integrin-PE (GoH3) (BD Pharmingen), β2M-FITC (BD Pharmingen) and anti-THY1-APC (BD Pharmingen) antibodies. Propidium iodide (Sigma) was added before cell sorting to exclude dead cells. Vybrant efflux inhibition was performed by pre-incubating human testicular cells (10⁶ cells/ml) for 30 minutes at 32°C in incubation medium supplemented with the specific BCRP1 inhibitor Ko143 (200 nM). The effect of the Ko143 on the SP phenotype was estimated using the formula $(\% SP^{Ctrl} - \% SP^{Ko143}) / \% SP^{Ctrl} \times 100$.

Murine testicular single-cell suspensions were prepared from 2- to 3-month-old FVB/N mice as previously described (Barroca et al., 2009; Corbineau et al., 2017). The immunomagnetic selection of α6⁺ cells was performed using anti-α6 integrin-PE (GoH3) (BD Pharmingen) and anti-PE (Miltenyi Biotec) microbeads according to the manufacturers' protocols. Hoechst staining (5 µg/ml) of the cell suspensions was performed. The cells were then labeled with β2m-FITC (Santa Cruz) and anti-CD117-APC (2B8) antibodies (BD Pharmingen). Propidium iodide (Sigma) was added before cell sorting to exclude dead cells (Barroca et al., 2009; Corbineau et al., 2017). Single-cell suspensions were analyzed using a FACSCalibur™ or LSRII flow cytometer system (BD Biosciences). BD Trucount™ Tubes (BD 340334) were used to assess the number of germinal cells and dead cells using propidium iodide and flow cytometry in SSC cultures. The data were analyzed with DIVA or FlowJo software. Cell sorting was performed using a FACSARIA cytometer (BD Biosciences).

RNA extraction and quantitative RT-PCR

mRNA was prepared using RNeasy® Micro and Mini kits (Qiagen). The mRNA was then reverse-transcribed with a Quantitect kit (Qiagen). Quantitative RT-PCR was performed using an AB7900 device (Applied Biosystems) with Fast SYBR® Green Master Mix (Applied Biosystems). The primers are listed in Table S8.

SSC and MEF cultures

Murine adult SSC lines were obtained from C57Bl6/J and EGFP mice (Okabe et al., 1997) and maintained on mitomycin C-treated mouse embryonic fibroblasts (MEFs) as previously described (Barroca et al., 2009; Corbineaue et al., 2017). The SSC culture medium was composed of Stem Span (Stemcell Technologies) and B27 supplement (Life Technologies) and supplemented with recombinant human GDNF (40 ng·ml⁻¹, R&D Systems), recombinant rat GFRA1 (300 ng·ml⁻¹, R&D Systems), FGF2 (1 ng·ml⁻¹, Life Technologies), and ES-Cult™ Fetal Bovine Serum (1%, Stemcell Technologies). Every 3-4 days, the SSC clusters were split *via* enzymatic digestion with 0.05% trypsin-EDTA (Life Technologies). MEF cultures were established *via* trypsin digestion of 13.5 days post-coital (dpc) embryos, and the resulting cells were cultured in DMEM supplemented with 10% FBS, L-glutamine and penicillin/streptomycin. Human β -2M-SP⁺ α -6⁺Thy-1⁺ SSCs were maintained on gelatin-coated plates in SSC culture medium.

Hes1 expression was knocked down using siRNAs (5'-CGACACCGGACAAACCAAA-3'). SSCs culture were dissociated and 1 × 10⁵ cells were transfected with *Hes1* siRNAs or negative control siRNAs by electroporation at 1400 V for 20 ms (2 pulses) using a Neon Transfection System and the Neon® Transfection System 10 μ L Kit

(Thermo Fisher Scientific) according to the manufacturer's instructions. Transfected cells were then plated on MEFS in 96-well plates.

Lentiviral vector production and transduction of cells in SSC cultures

Viral particles were produced *via* transient transfection of 293T cells with the following lentiviral vectors: wt HES1, Δ BHES1 (gift from L. Chen, obtained from Addgene) (Yu et al., 2006), and pTRIP-GFP. The packaging plasmids were pCMVDR-8.92 and pMD2G. Viral supernatants were collected 48–72 h later. SSCs were infected by exposing the SSCs to viral supernatants overnight in SSC medium containing 5 $\mu\text{g ml}^{-1}$ polybrene. The SSCs were then plated on mitomycin C-treated MEFs and expanded after selection *via* cell sorting based on GFP fluorescence.

Human and Mouse Testis Cell Transplantation

NSG and C57BL6J mice were used as the recipients for human and mouse cell transplantation, respectively. To deplete endogenous spermatogenesis, the recipient mice were treated at 6-8 weeks of age with busulfan (40 mg/kg at least 4 weeks before donor cell transplantation). Human or murine donor cells were resuspended in DMEM supplemented with 10% heat-inactivated fetal calf serum, 100 mg/ml DNase I (DN25, Sigma-Aldrich) and 4% trypan blue solution (T8154, Sigma-Aldrich) for transplantation as previously described (Barroca et al., 2009). A 10-microliter solution of donor cells was introduced into the seminiferous tubules of the testis of the recipient mouse *via* an injection through the efferent ductules as previously described. Ten weeks after transplantation, the recipient testis were collected and analyzed by either macroscopic observation of fluorescence in mice or immunohistochemistry in human tissues as described below. The capacity of donor-cells to home, proliferate and give rise to high

number of spermatogonial progeny in the recipient testis is linked to the stem cell potential. The colonies containing the higher number of spermatogonial progeny must originate from the most primitive spermatogonia, with the highest stem cell potential. For human, two categories of cell clusters were arbitrarily defined, one likely derived from donor-cells with a lower regenerative potential (4-8 cell clusters) and one derived from donor-cells with higher regenerative potential (>8 cells). Macroscopic observations of recipient testis tissues were performed using an Olympus epifluorescence microscope to detect the presence of EGFP-fluorescent seminiferous tubules.

Histology and immunofluorescence

In human cell analyses, the recipient testis were fixed in 4% paraformaldehyde, frozen in Tissue-Freezing medium (OCT, Sakura, Netherlands), and sectioned at a thickness of 10 microns. The sections were stained overnight at 4°C with primary antibodies (see below) against human nuclei (MAB 1281, Millipore), MAGEA4 (HPA021942, Sigma-Aldrich), PLZF (sc22839, Santa-Cruz Biotech), VASA (ab13840, Abcam), or HES1 (ab119776, Abcam). Then, the sections were incubated for 2 h at room temperature with the corresponding secondary antibodies (Life-Technology, OR, USA), donkey anti-mouse Alexa-fluor 488 and donkey anti-rabbit Alexa-fluor 594, respectively. Cell nuclei were counterstained with 4',6-diamidino-2-phenylindole (DAPI). VASA/ β 2M and HES1/GATA4/VASA expression analysis were performed on formalin-fixed paraffin-embedded sections of human testis with primary antibodies against β 2M (ab175031, Abcam), VASA (ab13840, Abcam), HES1 (ab196328, Abcam) and GATA4 (sc1237, Santa Cruz Biotech), and then with the corresponding secondary antibodies. Imaging

was performed using an Olympus AX70 epifluorescence microscope equipped with a CoolSNAP Myo camera (Photometrics) in Micro-Manager software (version 1.4.16, open-source microscopy) or a Nikon A1 laser fluorescence confocal microscope with NIS Elements software (version 4.51, Nikon).

Transcriptome

From several donors, three cell samples were sorted for each differentiation stage, in order to prepare RNA to be subsequently hybridized to Affymetrix high-density oligonucleotide chips. Germinal populations were directly sorted *via* flow cytometry in lysis buffer obtained from an RNeasy Micro kit (Qiagen). The quantity and quality of the RNA were analyzed using a 21000 Bioanalyzer (Agilent Technologies). Only samples with an RNA integrity number (RIN) equal to or above 7 were used for the transcriptomic analyses. RNA samples were then analyzed using an Affymetrix® Human Gene 2.1 ST Array and an Affymetrix GeneChip™ Mouse gene 2.0 ST Array (Thermo Fisher Scientific). Data were robust multi-array average normalized with R/Bioconductor, and ANOVA test was applied to extract DEGs. Data were analyzed using Panther (<http://www.pantherdb.org>) (Mi et al., 2019), Ingenuity Pathway Analysis, and String (<http://string-db.org>) (Szklarczyk et al., 2019) were used. Gene set enrichment analysis (GSEA) was also performed as described previously (Subramanian et al., 2005). GEO accession number for microarray data: GSE155509

Additional References

Mi, H., Muruganujan, A., Ebert, D., Huang, X., and Thomas, P.D. (2019) PANTHER version 14: more genomes, a new PANTHER GO-slim and improvements in enrichment analysis tools. *Nucleic Acids Res*, 47, D419–D426.

Okabe, M., Ikawa, M., Kominami, K., Nakanishi, T., and Nishimune, Y. (1997) Green mice' as a source of ubiquitous green cells. *FEBS Lett*, *407*, 313–319.

Subramanian, A., Tamayo, P., Mootha, V.K., Mukherjee, S., Ebert, B.L., Gillette, M.A., Paulovich, A., Pomeroy, S.L., Golub, T.R., Lander, E.S. et al. (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A*, *102*, 15545–15550.

Szklarczyk, D., Gable, A.L., Lyon, D., Junge, A., Wyder, S., Huerta-Cepas, J., Simonovic, M., Doncheva, N.T., Morris, J.H., Bork, P. et al. (2019) STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. *Nucleic Acids Res*, *47*, D607–D613.

Telford, W.G., Bradford, J., Godfrey, W., Robey, R.W., and Bates, S.E. (2007) Side population analysis using a violet-excited cell-permeable DNA binding dye. *Stem Cells*, *25*, 1029–1036.

# Supplementary material for: Transcriptional profiling of β-2M−SPα-6+THY1+ spermatogonial stem cells in human spermatogenesis
**Source:** Stem Cell Reports. 2022 Mar 24;17(4):936–52. doi: 10.1016/j.stemcr.2022.02.017
**Supplement:** Document S2. Article plus supplemental information

Transcriptional profiling of β -2M⁻SP α -6⁺THY1⁺ spermatogonial stem cells in human spermatogenesis

Maelle Givélet,^{1,2,9} Virginie Firlej,^{1,2,9} Bruno Lassalle,^{1,9} Anne Sophie Gille,^{1,2} Clementine Lapoujade,¹ Isabelle Holtzman,² Amandine Jarysta,¹ Farahd Haghighirad,³ Florent Dumont,⁵ Sébastien Jacques,⁶ Franck Letourneur,⁶ Françoise Pflumio,⁷ Isabelle Allemand,¹ Catherine Patrat,^{3,4} Nicolas Thiounn,⁸ Jean Philippe Wolf,^{3,4} Lydia Riou,¹ Virginie Barraud-Lange,^{3,4,9} and Pierre Fouchet^{1,9,*}

³UFR Médecine Paris Centre-Université de Paris, 15 rue de l'école de Médecine, 75006 Paris, France

⁸Department of urology and transplant surgery, Hôpital européen Georges-Pompidou, AP-HP, Université de Paris, 20 rue Leblanc, 75015 Paris, France

⁹These authors contributed equally

<https://doi.org/10.1016/j.stemcr.2022.02.017>

SUMMARY

Male infertility is responsible for approximately half of all cases of reproductive issues. Spermatogenesis originates in a small pool of spermatogonial stem cells (SSCs), which are of interest for therapy of infertility but remain not well defined in humans. Using multiparametric analysis of the side population (SP) phenotype and the α -6 integrin, THY1, and β -2 microglobulin cell markers, we identified a population of human primitive undifferentiated spermatogonia with the phenotype β -2 microglobulin (β -2M)⁻SP α -6⁺THY1⁺, which is highly enriched in stem cells. By analyzing the expression signatures of this SSC-enriched population along with other germinal progenitors, we established an exhaustive transcriptome of human spermatogenesis. Transcriptome profiling of the human β -2M⁻SP α -6⁺THY1⁺ population and comparison with the profile of mouse undifferentiated spermatogonia provide insights into the molecular networks and key transcriptional regulators regulating human SSCs, including the basic-helix-loop-helix (bHLH) transcriptional repressor HES1, which we show to be implicated in maintenance of SSCs *in vitro*.

INTRODUCTION

Throughout a male's reproductive life, the pool of spermatogonial stem cells (SSCs) can self-renew or differentiate before undergoing meiosis and then spermiogenesis to produce sperm. SSCs constitute a potential source of cells that can be used to develop regenerative medicines for infertility, especially after cancer treatments during childhood. Testicular transplantation of SSCs has been found to lead to efficient production of functional sperm and restoration of fertility in several animal models (Brinster, 2007), including non-human primates (Hermann et al., 2012).

In mice, the best-characterized mammal model, SSCs are a subpopulation of A_{single} (A_s) spermatogonia in the adult testis (de Rooij, 2017). These stem cells can self-renew or differentiate into committed paired (A_p) and aligned (A_{al}) spermatogonia, which are collectively called undifferentiated spermatogonia. However, this hierarchical model has been questioned because of recent evidence showing some equipotency in terms of regenerative potential

among GFRA1⁺ undifferentiated spermatogonia, with stemness apparently not restricted to only A_s spermatogonia (Hara et al., 2014). Compared with mice, identification of the SSC pool and the molecular mechanisms governing their self-renewal and differentiation remains largely elusive in humans. The prevailing model holds that human spermatogenesis arises from A_{dark} and A_{pale} spermatogonia, which are thought to represent reserve and active stem cells, respectively (Ehmcke and Schlatt, 2006). Recent single-cell RNA sequencing (scRNA-seq) studies greatly contributed to highlight the heterogeneity of the premeiotic spermatogonial population and helped to define different cell states in the population of primitive spermatogonia (Wang et al., 2018; Guo et al., 2018; Hermann et al., 2018; Sohni et al., 2019). As illustrated by the previous studies describing several cell surface proteins enabling selection of populations of human spermatogonia with repopulation potential after testicular transplantation (Zohni et al., 2012; Dovey et al., 2013; Nickkholgh et al., 2014; Valli et al., 2014; Tan et al., 2020;

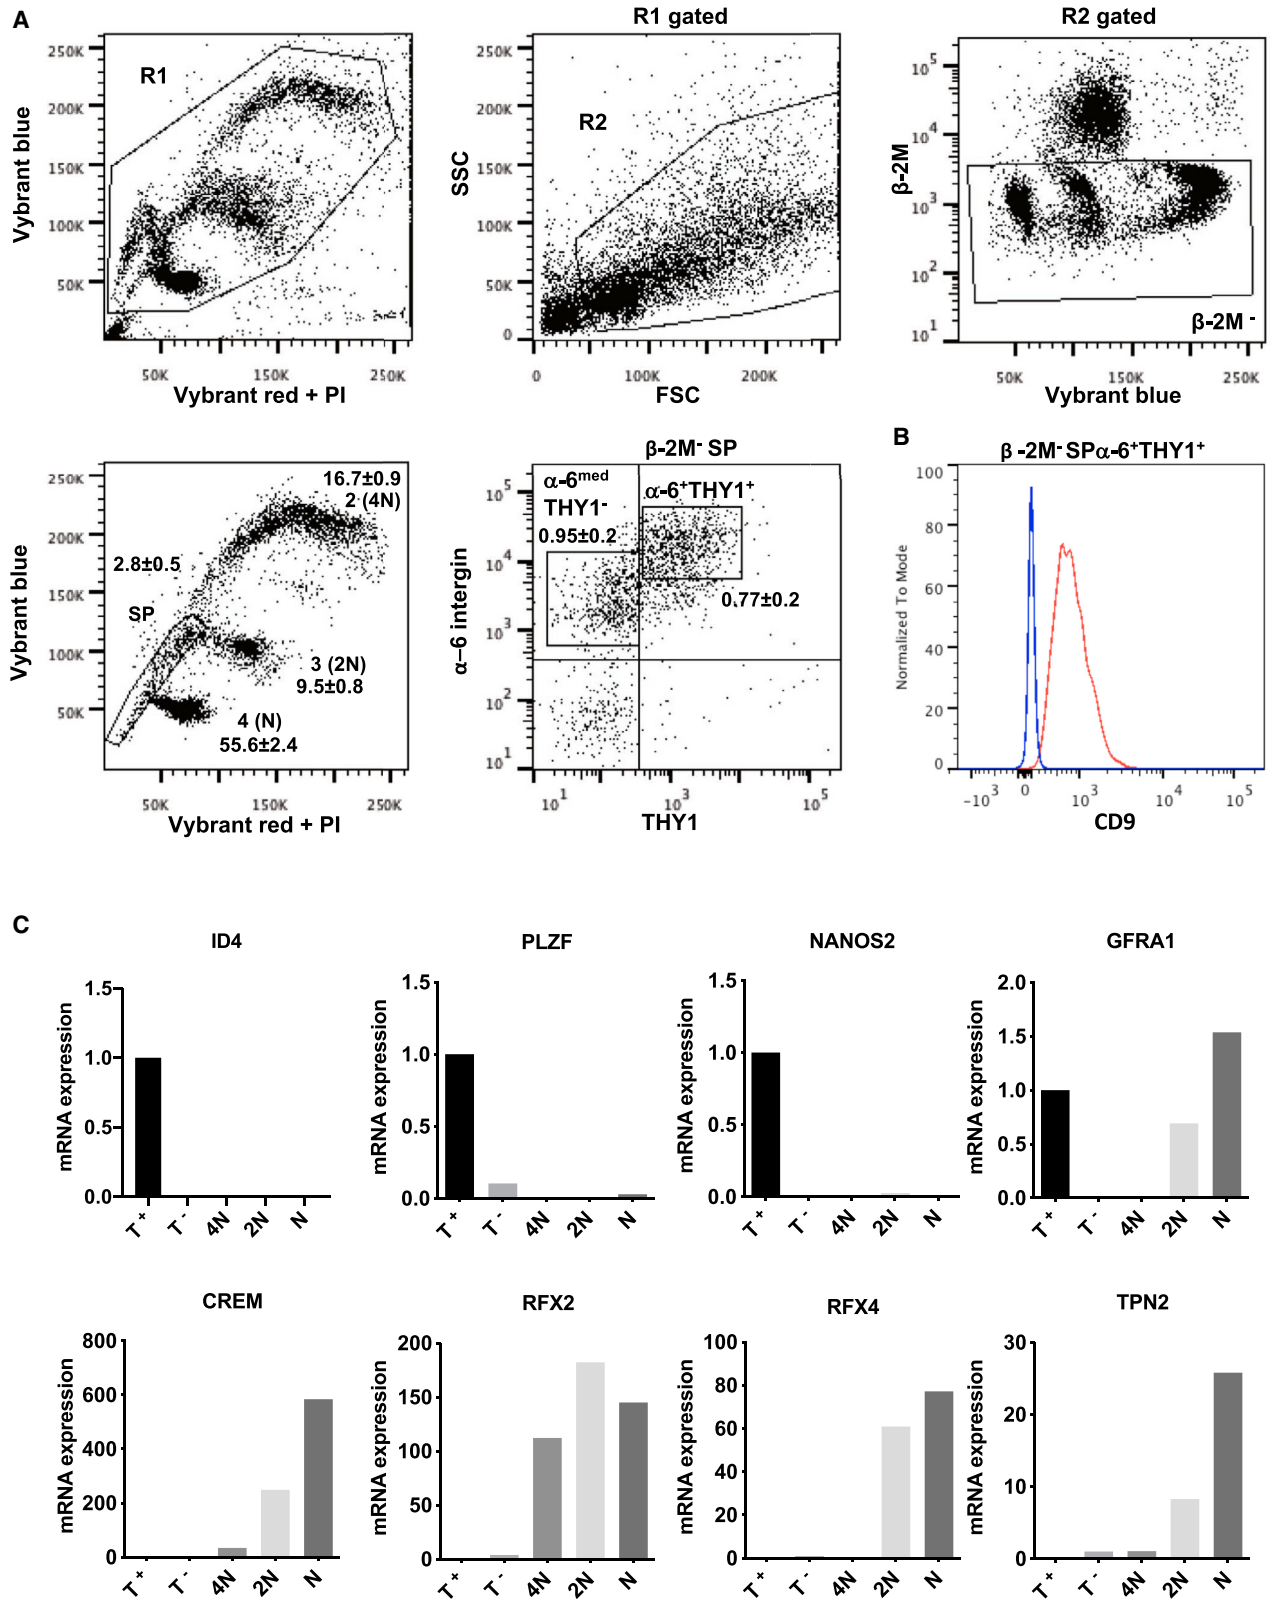

(legend on next page)

Shami et al., 2020), reliable phenotypic markers that allow purification and study of populations of stem cells and progenitors are of significant importance to understand the self-renewal of human SSCs.

Here we developed a fluorescence-activated cell sorting (FACS)-based method that enabled us to purify a population of primitive undifferentiated spermatogonia, highly enriched in SSCs, and five premeiotic, meiotic, and postmeiotic populations of human germ cells. We established an exhaustive transcriptome of human spermatogenesis and examined the dynamics of gene expression throughout the developmental process. This study provides insights into the molecular networks potentially implicated in regulation of primitive spermatogonia and SSCs in humans.

RESULTS

Characterization of adult human spermatogenesis using β -2 microglobulin, side population, α -6 integrin, THY1, and DNA content markers

We and others have shown previously that, in mice, SSCs and spermatogonial progenitors express α -6 integrin and Thy-1 and harbor the side population (SP) phenotype according to an analysis of vital DNA dye efflux by the (ATP Binding Cassette) ABC transporter *Bcrp1/Abcg2* (Lassalle et al., 2004; Falcatori et al., 2004; Barroca et al., 2009). Assuming that mouse and human models of SSCs and spermatogonial progenitors share some characteristics, we applied this multi-parameter flow cytometry strategy (Figure 1A) to characterize human spermatogenesis using this set of markers and the pan-somatic marker β -2 microglobulin (Figure S1A). Viable cells (gate R1) were analyzed using forward and side scatter to remove elongated spermatids and sperm from further analyses (gate R2). After gating for β -2 microglobulin (β -2M)[−] cells to remove somatic cells, we were able to resolve the complex Vybrant red and blue fluorescently labeled cells into five major cell populations, including an SP containing cells that actively excluded the DNA dye. Subpopulations 2 (4N DNA content), 3 (2N DNA content), and 4 (N DNA content) were assumed to correspond to spermatocyte I, spermatocyte II, and haploid (N)

spermatids cells, respectively. To further this characterization, the SP population was divided based on α -6 integrin and THY1 expression. β -2M[−] α -6⁺THY1⁺ cells and β -2M[−] α -6^{med}THY1[−] cells represented, respectively, 0.77% $\pm$ 0.2% and 0.95% $\pm$ 0.2% of the β -2M[−] cell population (n = 5). Using the opposite gating scheme, we confirmed that β -2M[−] α -6⁺THY1⁺ cells were found mainly in the SP population and represented 69.7% $\pm$ 2.7% (n = 11) of the SP cells (Figures S1B–S1H). β -2M[−]SP α -6⁺THY1⁺ and β -2M[−]SP α -6^{med}THY1[−] cells also expressed the human spermatogonial marker CD9 (Figures 1B and S1I). In addition to expression of spermatogonial markers *ID4*, *NANOS2*, *PLZF*, and *GFRA1* (Figure 1C), we found that *PIWIL4*, *C19orf84*, *TSPAN33*, *PLPPR3*, *FGFR3*, and *UTF1* primitive spermatogonial markers were expressed in the β -2M-SP α -6⁺THY1⁺ population, whereas *KIT* and *STRA8* differentiating markers were expressed in the β -2M-SP α -6^{med}THY1[−] population (Figure S2A). The vimentin somatic marker was not detected in β -2M-SP α -6⁺THY1⁺ cells, showing that the β -2M-SP α -6⁺THY1⁺ population is not composed of somatic cells (Figure S2B). On the other hand, vimentin was highly expressed in the β -2M⁺ cell population (Figures S1B and S2B), and the pan-germinal VASA (*DDX4*) marker and *FGFR3* and *UTF1* undifferentiated spermatogonial markers were detected at very low levels, the β -2M⁺ population being composed of somatic cells. The lower expression level of α -6 integrin observed in the β -2M[−]SP α -6^{med}THY1[−] fraction, in addition to the lack of expression of markers of primitive spermatogonia and meiotic cells (Figures 1C and S2A), indicated that these cells were in a more advanced differentiation stage and represented a differentiating spermatogonial population. The expression levels of meiotic markers (*CREM*, *RFX2*, *RFX4*, and *TNP2*) suggested that subpopulations 2 (4N), 3 (2N), and 4 (N) corresponded to the spermatocyte I, spermatocyte II, and spermatid populations, respectively. These data show that the β -2M[−]SP α -6⁺THY1⁺ population contains primitive spermatogonia and lacks somatic cells.

The human spermatogonial SP phenotype depends on ABC transporter activity of the *BCRP1/ABCG2* gene

The SP phenotype is caused by active efflux of DNA dye via members of the ABC transporter superfamily. Specifically,

Figure 1. Characterization of the different steps of human spermatogenesis

(A) Characterization of the different steps of human spermatogenesis by flow cytometry according to the forward scatter (FSC), side scatter (SSC), blue and red Vybrant fluorescence, β -2M, α -6 integrin, and THY1 parameters as well as side population (SP) and meiotic and postmeiotic subpopulations 2 (4N), 3 (2N), and 4 (N). The frequency (percentage) of the subpopulations in the whole β -2M[−] population is indicated (mean $\pm$ SEM, n = 5).

(B) CD9 expression in the β -2M[−]SP α -6⁺THY1⁺ population (red line). The control (blue line) corresponds to the signal in CD9[−]/low-expressing postmeiotic round spermatids.

(C) Analysis by qRT-PCR of the expression of different spermatogonial (*ID4*, *NANOS2*, *PLZF*, and *GFRA1*) and meiotic (*CREM*, *RFX2*, *RFX4*, and *TNP2*) markers in meiotic and postmeiotic subpopulations 2 (4N), 3 (2N), and 4 (N) and the spermatogonial β -2M[−]SP α -6⁺THY1⁺ (T⁺) and β -2M[−]SP α -6^{med}THY1[−] (T[−]) populations

(legend on next page)

BCRP1/ABCG2, an ABC transporter, has been shown to play a major role in development of the SP phenotype in stem and progenitor cells during murine hematopoiesis and spermatogenesis and in human cancer stem-like cells (Zhou et al., 2001; Lassalle et al., 2004; Bleau et al., 2009). We found that the *BCRP1/ABCG2* gene was expressed in the β -2M⁻SP α -6⁺THY1⁺ population of primitive spermatogonia (Figure 2A). In the presence of the specific BCRP1 inhibitor Ko143 (Allen et al., 2002), Vybrant efflux was markedly reduced in the β -2M⁻SP α -6⁺THY1⁺ population (Figure 2B) and resulted in a reduction of the SP population by 68.5% $\pm$ 2%. These results suggest that BCRP1 transporter activity is involved in the human germinal SP phenotype.

In adults, the β -2M⁻SP α -6⁺THY1⁺ population of primitive spermatogonia is highly enriched in human SSCs

Transplantation assays are a critical tool to test the capacity of putative SSCs to regenerate spermatogenesis after transplantation into germ cell-depleted testes. When transplanted, human SSCs show only a limited capacity to proliferate and differentiate in the testes of immunodeficient mice. However, these experiments allow evaluation of the potential of transplanted putative SSCs to migrate, survive, and colonize and are currently the gold-standard test for human SSCs (Dovey et al., 2013; Valli et al., 2014). β -2M⁻SP α -6⁺THY1⁺ cells obtained from human testicular biopsies were sorted and transplanted (3,700–9,600 cells per testis) into busulfan-depleted testes of *NOD⁻Scid/IL2R γ ^{c-/-}* (NSG) humanized mice. As a control, a population including all germinal cells excluding SP α -6⁺THY1⁺ cells (i.e., all β -2M⁻ cells excluding SP α -6⁺THY1⁺ cells) was sorted and transplanted (39,600–83,000 cells per testis). The rate of colonization by human SSCs was esti-

mated via immunofluorescence analysis using an antibody against human DNA nuclear protein in serial sections of recipient testes (Bissig-Choisat et al., 2015). Clusters of human cells residing close to the basal membrane were observed 2 months after transplantation (Figure 2C). The germinal markers VASA (Figures 2D and 2E) and MAGEA4 (Figures 2G and 2H) were expressed in all cells from the human cluster, and 78% $\pm$ 10% of the cells in these clusters (n = 8 clusters) were positive for PLZF (Figures 2F and 2F'), indicating that the cells derived from human β -2M⁻SP α -6⁺THY1⁺ donor cells were mainly spermatogonia (Eildermann et al., 2012). The clusters were counted and separated into two classes according to the number of cells per cluster (4–7 cells and $\geq$ 8 cells). These data show that human SSCs, having the capacity to colonize murine recipient testes, are found in the β -2M⁻SP α -6⁺THY1⁺ population and that germinal populations that do not have this phenotype (all β -2M⁻ cells except SP α -6⁺THY1⁺ cells) are devoid of SSCs (Figure 2I). Hence, the β -2M⁻SP α -6⁺THY1⁺ population is highly enriched in human SSCs. The stem cell activity of this population (187 colonies/10⁵ donor cells; Figure 2J) appeared to fall within the same range but was roughly 4-fold higher than what has been reported in previously published studies, approximately 50 colonies/10⁵ donor cells when using EPCAM or α 6-integrin as markers (Dovey et al., 2013; Valli et al., 2014). Human SSCs can be cultured *in vitro* for 2–3 weeks (Medrano et al., 2016). Germinal cluster formation was observed clearly only in wells seeded with β -2M⁻SP α -6⁺THY1⁺ cells in the presence of the growth factors glial cell line-derived neurotrophic factor (GDNF) and fibroblast growth factor 2 (FGF2) up to 2 weeks of culture (Figure 2K). Cell clusters continued to express markers of immature spermatogonia after 15 days of culture (Figure 2L). These data show that

Figure 2. The SP phenotype is BCRP1/ABCG2 dependent, and the β -2M⁻SP α -6⁺THY1⁺ (T⁺) population possesses SSC potential
(A) The BCRP1/ABCG2 gene is expressed in the T⁺ subpopulation. Analysis by qRT-PCR of the expression of *BCRP1* in T⁺, T⁻, spermatocyte I (4N), spermatocyte II (2N), and spermatid (N) populations (n = 3 experiments).
(B) Ko-143 inhibits the SP phenotype in the T⁺ subpopulation. The frequencies of the populations are indicated.
(C) Serial sections of testes obtained from NSG mice 2 months after transplantation with T⁺ cells. Human cells (green, antibody specific to human nuclei) observed at the murine basement membrane on successive sections indicate human colonizing cell clusters.
(D and E) VASA (red) expression in human cells (green nuclei) from colonizing cell clusters.
(F and F') PLZF expression in human cells (green, human nuclei; red, PLZF) from colonizing cell clusters.
(G and H) MAGEA-4 expression in human cells (green, human nuclei; red, MAGEA-4 Blue indicates 4',6-diamidino-2-phenylindole (DAPI) from colonizing cell clusters.
(I) Comparison of the colonization efficiency of recipient testes transplanted with T⁺ cells or control β -2M⁻not(SP α -6⁺THY1⁺) cells. Human colonizing cell clusters were separated in two groups according to their size: one group composed of cluster of 4–7 cells and the other of cluster of 8 or more cells (control, n = 4 recipient testes; THY1⁺, n = 5 recipient testes; transplantations from five human donors).
(J) The total number of cell clusters generated per 10⁵ cells injected (control, n = 4 recipient testes; THY1⁺, n = 5 recipient testes; transplantations from five human donors).
(K) Cell clusters observed *in vitro* after 14 days of culture starting with the T⁺ cell population.
(L) Expression of markers of immature spermatogonia in cell clusters after 15 days of culture (n = 6 replicates from 2 independent cultures). Scale bars: 50 μ m (C), 20 μ m (D), 40 μ m (F, F', and K), and 10 μ m (E, G, and H).

How the deposited data were processed for this re-analysis (not part of the article)

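RNA of β-2M-SPα-6+c-kit- undifferentiated and β-2M-SPα-6+c-kit+ differentiating spermatogonia of adult FVB/N mice was measured on Affymetrix Mouse Gene 2.0 ST arrays, with 3 arrays per population and 1 mouse per array. Cells were enriched with magnetic beads for α-6 integrin, stained with Hoechst and with antibodies to β-2 microglobulin and c-kit, and sorted. Each sample held 10000 cells, and 500 pg of total RNA was amplified. The deposited values are log2 values made by the authors with robust multi-array average (RMA) in R and Bioconductor, which corrects background, applies quantile normalization between arrays and summarizes the probes of a gene. The version of RMA and the definition of the probe sets are not given in the paper's text. The deposited table holds 1 value per Entrez gene ID and array, no missing values and no repeated genes, and no further normalization was applied to it.

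Genes were named by gene ID from a gene table of the assembly GRCm38.p6 (24481 genes), from the platform's table (93) and from Table S7A (8), and 391 stayed without a name. The gene table was used for names and chromosomes only. All 24973 genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), with c-kit- against c-kit+ cells as the only term and Benjamini-Hochberg adjustment over all genes. A gene was called at an adjusted p under 0.05. Counts at the study's thresholds used a fold change over 1.5 and an unadjusted p under 0.02. Single genes of main interest were also tested with a two-sided exact permutation test, for which 3 arrays against 3 allow no p below 0.1. The study's methods name an ANOVA per gene, and limma was used in its place because it shares information on the variance between genes.

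In all, 27 gene lists were fixed before the deposited values were examined. They are the 29 genes the study names, other markers of undifferentiated spermatogonia, markers of differentiating spermatogonia, early meiosis, pachytene spermatocytes, spermatids, Sertoli cells, Leydig cells, peritubular myoid cells, leukocytes and endothelial cells, ERK response genes, genes that respond to dissociation and stress, the Notch, retinoic acid, TGF-β and BMP, and Hedgehog pathways, S phase, mitosis, glycolysis and hypoxia, oxidative phosphorylation, MYC targets, the piRNA pathway, DNA methylation, X-linked germ cell genes, mouse counterparts of genes the study names for human cells, and sort markers. Each list was tested with limma's camera with a preset correlation of 0.01 between genes, adjusted over the 27 lists, and again with an estimated correlation and with limma's fry. With the preset correlation 16 lists had an adjusted p under 0.05, and with an estimated correlation 3 did: the 29 genes, the ERK response genes and the stress response genes. The second setting also gave a higher p to lists whose estimated correlation was below the preset 0.01. For the endothelial list that correlation was 0.00364, and the p from limma's camera rose from 0.0117 to 0.0598. A call lost with an estimated correlation is therefore not by itself a sign of correlated genes.

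Genes were named in the text by a rule: every mouse gene the study names on these arrays, the sort markers, the 10 genes with the largest fold change in each direction among called genes whose groups do not overlap, up to 4 called genes of each list in each direction, and, of the 134 conserved genes, the 10 with the largest fold change and those not called. Some fold changes of Table S7, which come from the same arrays, had been seen when the rule was written. Whether they were seen before the gene lists were fixed is not recorded.

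The procedure was tested on simulated data of the same size. limma recovered 29.9% of genes changed 1.5-fold, 79.1% of those changed 2-fold and 90.9% of those changed 3-fold, with 1 false call among 134, and camera found 5 of 5 shifted lists and called no other. The simulated genes varied independently, while the estimated correlation in a real list reached 0.740. The simulation therefore does not show how camera performs on lists of correlated genes. Far fewer genes were changed in it than were called in the real data, so the shares recovered may differ there. Arrays give no counts, so the number of arrays sets the precision. Alternatives covered the scaling of the arrays (quantile normalization once more, equal medians, cyclic loess), filters on genes with low values, protein-coding genes alone, the ANOVA, other settings of limma (mean-dependent or robust prior variance, array weights, a test against a fold change of 1.2), a fold change over 2, the replicate number as a fixed or random block, each array left out in turn, and other set tests. The human arrays were not used here.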

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

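Both tests of explanations in this part were chosen only after the result had been seen. The paper does not discuss ERK response genes or genes that respond to dissociation and stress as groups, and both were higher in c-kit- cells, also with an estimated correlation between genes (adjusted p = 0.0158 and 0.0213 from limma's camera, with 21 of 24 and 14 of 22 genes higher and none lower). Etv5, Bcl6b and Lhx1 of the ERK list are also among the 29 genes that the study chose on these arrays. Dusp4, Egr4, Etv4 and Ccnd2 are also on the list of other markers of undifferentiated spermatogonia. In all, 9 of the 24 ERK genes are on another list, so the ERK list is not wholly independent of these.

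A technical explanation is a response to dissociation and sorting that was stronger in c-kit- cells, and a biological one is ERK signaling downstream of the GDNF and FGF receptors, since Ret and Gfra1 were higher in these cells. The lists share Fos and Egr1, so each was tested without the shared genes. The 20 remaining stress genes were higher in c-kit- cells (median log2 fold change 0.67, 12 higher and none lower, p = 0.00290 from limma's camera with an estimated correlation), and so were the 22 remaining ERK genes (median 1.36, 19 higher and none lower, p = 7.85e-04). Leaving out the 2 shared genes keeps most of each list, so these tests could hardly have come out otherwise and decide for neither explanation. Stress and ERK signaling induce many of the same genes, and all samples were dissociated and sorted, so the explanations cannot be told apart here.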

How the results depend on the processing

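Of the 158 named genes, 80 kept their direction and their side of the threshold under every alternative run for them, and of the 27 lists, 7 did. Hes1 was higher in c-kit- cells under each of 19 settings (log2 fold change 0.92 to 1.05, adjusted p = 3.12e-04 to 0.0498 from limma), and Kit was lower (-3.74 to -3.54). Of the 29 genes the study names, 22 to 29 were higher. Leaving out one array gave 1727 to 2195 genes higher in c-kit- cells and 1478 to 1889 higher in c-kit+ cells, with fewer arrays. The study's ANOVA, with each gene's variance alone, gave 1307 and 1205 genes, and 38 named genes no longer passed. A test against a fold change of 1.2 gave 1196 and 855, and a fold change over 2 in place of 1.5 gave 744 and 373 at the study's thresholds. Low signal limits what can be seen.

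Alternatives added after seeing the data left out c-kit+ replicates 1 and 2 or replicate 1 of both populations. The first leaves a single c-kit+ array, assumed to vary like the others. It gave 527 and 239 genes, 22 of the 29 genes and 61 of the 134 conserved genes, with Hes1 at 0.92 and Kit at -3.54, and the second gave 1276 genes higher in c-kit+ cells.

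The gap between the lowest correlation within and the highest between populations, 0.0121, was 0.0242 over genes above the 25th percentile, 0.0518 over genes above the median, 0.0121 to 0.0174 with one array left out and 0.0159 without replicate 1 of both populations. For X-linked genes among those higher in c-kit- cells the odds ratio was 1.00, and it fell below that to 0.979 with quantile normalization, 0.968 with equal medians, 0.944 with cyclic loess, 0.992 above the median, 0.908 by the ANOVA, 0.987 with a mean-dependent variance, 0.952 with the random block and 0.978 without replicate 1 of both populations. It was 0.867 to 1.06 with one array left out and 1.38 without c-kit+ replicates 1 and 2 (p = 0.0955, Fisher's exact test). Among genes higher in c-kit+ cells it was 1.17, and it was 1.29 above the 25th percentile (p = 0.0232, Fisher's exact test) and 0.975 by the ANOVA. With one array left out it was 1.17 to 1.44, and without c-kit+ replicates 1 and 2 it was 1.69. Without replicate 1 of both populations it was 1.31 (p = 0.0488, Fisher's exact test). limma's camera over all 1005 X-linked genes showed no shift (p = 0.958).

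With an estimated correlation, 3 of 27 lists passed in place of 16. Some lists lost the call although their estimated correlation was below the preset 0.01, such as the endothelial (0.00364) and retinoic acid (-0.0276) lists. The spermatid list turned direction with quantile normalization (adjusted p = 0.915 from limma's camera), cyclic loess (0.885), genes above the median (0.902), array weights (0.895), fry (0.962), without c-kit+ replicates 1 and 2 (0.132) and without replicate 1 of both populations (0.893), and its adjusted p was 0.0184 to 0.985 with one array left out. Besides the spermatid list, lists that gained a call were the Leydig list without c-kit+ replicate 1 or replicate 1 of both populations (0.0364 and 0.0379) and with the block, the TGF-β and BMP list without replicate 1 of either or both populations or c-kit+ replicates 1 and 2 and by fry (0.00849 to 0.0427), the Notch list without c-kit+ replicate 1 or c-kit+ replicates 1 and 2 and by fry (0.00667 to 0.0464), the sort markers without c-kit+ replicates 1 and 2 (0.0448), and the X-linked germ cell genes by fry (0.0108). Beyond the estimated correlation, calls were lost for the myoid list without c-kit- replicate 1 or c-kit+ replicate 3 and with both filters on weak signals (0.0578 to 0.120), the endothelial list without c-kit- replicate 2 (0.0526), the leukocyte list without c-kit+ replicate 1, c-kit+ replicate 2 or replicate 1 of both populations, among genes above the median, with array weights and by fry (0.0501 to 0.198), and the retinoic acid list among genes above the median (0.0558). The leukocyte list turned without c-kit+ replicates 1 and 2 (0.574). By fry the Hedgehog list (0.962) and the sort markers (0.740) had the other sign. Abcg2 was -0.133 to 0.0496 with one array left out, 0.117 without c-kit+ replicates 1 and 2 and 0.0334 without replicate 1 of both populations. Apart from fewer genes or arrays tested, the cause was not tested.

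c-kit- and c-kit+ samples share replicate numbers, but neither the paper nor the sample records pair them. The deviations of same-numbered arrays from their group means correlated by 0.0999, 0.0973 and 0.137, and 6 of 6 arrays correlated best with their own number, a hint from the data. With the replicate block, 2350 and 2163 genes passed and 17 lists did, the Leydig list among them (adjusted p = 0.0480 from camera), while the odds ratios of X-linked genes were 0.996 and 1.30 (p = 0.0139, Fisher's exact test). Of named genes, 5 lost and 1 gained a call with this replicate block, and no other list changed its call. An average of several probes gave no value, as the table holds 1 per gene. The ANOVA, the robust variance, the random block, protein-coding genes alone and the test against a fold change were not run for the lists, nor the last 2 of these for single genes.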

Differences from the paper's values

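The paper reports 913 genes higher in c-kit+ cells at a fold change over 1.5 and a p under 0.02, and 1451 were found here with limma at the same thresholds. Of the alternatives set before the data were examined, 5 gave counts within 1.5 times the paper's value, namely the ANOVA that the methods name (1175), genes above the median (1242), a test against a fold change of 1.2 (1272), cyclic loess (1278) and protein-coding genes alone (1347). The count stayed further away with quantile normalization once more (1478), equal medians (1400), genes above the 25th percentile (1433), a mean-dependent (1461) or robust variance (1451), array weights (1414), the replicate number as a fixed (1497) or random block (1458), each array left out in turn (1398 to 1528) and a fold change over 2 (373). None of these settings gave the paper's 913.

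For the genes higher in c-kit- cells, the count found here was also above the paper's, with 1782 against 1238, though within 1.5 times of it. By the ANOVA it was 1467. All 38 fold changes of genes the study names differed from those in Table S7A by less than the larger SD, with a largest difference of 0.34 on the log2 scale. Of the 134 conserved genes, which the paper lists at its thresholds, 4 did not pass these here, and all 134 had a positive log2 fold change.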

Other observations

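The test of leukocyte RNA and the splits of the arrays were set beforehand, and the other tests of explanations in this part were chosen only after the result had been seen. Genes of the TGF-β and BMP pathway moved both ways. Of 38, 14 were higher in c-kit- cells, 7 were lower and 17 did not pass the test (16 higher and 10 lower when adjusted over the list alone; adjusted p = 0.0669 from limma's camera). The inhibitors Fst and Smad6 were higher, Fst at 7.47 ± 0.25 against 5.45 ± 0.14 and Smad6 at 6.11 ± 0.21 against 4.49 ± 0.11 (SD, n = 3 mice), while Id2, at 4.81 ± 0.34 against 6.04 ± 0.22 (n = 3), and the receptor gene Tgfbr1 (log2 fold change -0.96) were lower. Of 17 Hedgehog pathway genes, Ptch1 and Foxf1 were higher, Gli2 (-1.84) and Kif7 (-0.48) were lower and 13 did not pass (3 higher and 3 lower when adjusted over the list alone). The median of that list was -0.06 and its mean 0.18, and camera gave no clear direction (adjusted p = 0.747 from limma's camera). Kif7 no longer passed with equal medians (adjusted p = 0.0591 from limma), cyclic loess (0.0564), array weights (0.0512) or the test that the study's methods name (0.144), or when any array other than c-kit- replicate 2 was left out (0.0913 to 0.139). Of 22 retinoic acid genes, 7 were lower, 2 were higher and 13 did not pass (10 lower and 2 higher when adjusted over the list alone). The carrier genes Rbp4 (-1.14) and Crabp1 (-0.83) were lower, and the receptor gene Rarg (0.64) was higher, though not without c-kit- replicate 2 or 3 or c-kit+ replicate 2 or 3 (adjusted p = 0.0796 to 0.101 from limma). As a group they were lower (adjusted p = 0.0211 from camera, adjusted p = 0.147 with an estimated correlation).

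Of 37 MYC targets and genes of ribosome biogenesis, 9 were higher, with Nop14 at 9.70 ± 0.04 against 8.88 ± 0.04 (SD, n = 3), none was lower and 28 did not pass (11 higher when adjusted over the list alone; adjusted p = 0.00269 from limma's camera, adjusted p = 0.365 with an estimated correlation). Of 64 genes of oxidative phosphorylation, 6 were higher, such as Ndufv3 (log2 fold change 1.18), 5 were lower, such as Ndufa1 (-1.16), and 53 did not pass, also over the list alone (adjusted p = 0.433). Of 20 genes of pachytene spermatocytes, 3 were higher and 3 lower, Tesmin (-0.99) among them, and 14 did not pass (3 higher and 4 lower when adjusted over the list alone; adjusted p = 0.481). Of 13 genes of DNA methylation, Mbd2 (0.67) and Zbtb33 (0.40) were higher, Tet3 (-0.89) was lower and 10 did not pass, also over the list alone (adjusted p = 0.540). Zbtb33 no longer passed when any array other than c-kit- replicate 3 was left out (adjusted p = 0.0645 to 0.109 from limma). Of 28 X-linked germ cell genes, 5 were higher, 8 were lower and 15 did not pass, also over the list alone (adjusted p = 0.177). The homeobox gene Rhox10 was at 8.63 ± 0.09 against 6.94 ± 0.17 and Esx1 at 5.99 ± 0.10 against 8.38 ± 0.14 (SD, n = 3).

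The study reports genes of its human population whose mouse counterparts can be read on these arrays. Of 20, 10 were higher in c-kit- cells, 2 were lower, Fgfr3 (log2 fold change -1.06) and Adgra3 (-0.69), and 8 did not pass (10 higher and 3 lower when adjusted over the list alone; adjusted p = 1.75e-04 from limma's camera, adjusted p = 0.181 with an estimated correlation). Fgfr3 no longer passed without c-kit- replicate 2 or c-kit+ replicate 2 (adjusted p = 0.0522 and 0.0564 from limma). In this list, 12 genes are on another list too. Among the 1005 X-linked genes, 95 were higher in c-kit- cells, against 2215 of 23461 autosomal genes (odds ratio 1.00, 95% interval 0.798 to 1.24, p = 1, Fisher's exact test), and 102 were higher in c-kit+ cells, against 2063 (odds ratio 1.17, interval 0.940 to 1.45, p = 0.140, adjusted 0.280). The second odds ratio was 1.28, 1.38 and 1.44 without c-kit+ replicates 1, 2 and 3 in turn (p = 0.0485, 0.00833 and 0.00259, Fisher's exact test), and 1.17, 1.22 and 1.19 without c-kit- replicates 1, 2 and 3 (p = 0.181, 0.109 and 0.154, Fisher's exact test). As a set, X-linked genes had a median log2 fold change of -0.02. Of 15 Y-linked genes, Kdm5d was higher in c-kit- cells (0.57), Eif2s3y (-0.78) and Ddx3y (-0.50) were lower and 12 did not pass, these 3 being named after their values were seen.

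Leukocyte genes were higher on c-kit+ replicates 1 and 2 than on replicate 3, by a median of 0.856 over 15 genes on the log2 scale, with 14 of 15 above it on both arrays. The sort took β-2M- cells, which was meant to exclude leukocytes. It read the protein, and the RNA of its gene B2m lay above the third quartile of signals (7.12 to 7.20) on every array. Like the leukocyte genes, B2m was lower on c-kit+ replicate 3 than on replicates 1 and 2. Cd74 was at 9.59, 9.33 and 7.44 on the 3 c-kit+ arrays. A shift of these arrays among genes of like level is not enough, as the highest median among 10000 random lists matched on mean was 0.306. RNA from leukocytes in these 2 samples may be the source, but a second list of 30 leukocyte genes differed by a median of 0.266, between the bounds set for and against it, with 19 of 30 above replicate 3 on both arrays, though above 100% of 10000 random lists matched to it. The Sertoli list differed by 0.0546, the Leydig list by 0.124 and the spermatid list by -0.251, a size near that of the second leukocyte list, and a difference between the mice was not tested.

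The fold changes of Table S7A differ from the differences of group means for 1374 genes by over 0.001 on the log2 scale. Another scaling of the arrays would change nearly all values, but 32.9% were equal within a tolerance of 1e-04. A single lower weight on replicate 1 for all genes would also change nearly all values, so it is not enough either. Less weight on replicate 1 of both populations in some genes only is a candidate explanation. Only genes that differ by over 0.001 were examined for this. The value of 100% of the 248 genes that could tell lay between the mean over 3 replicates and the mean without replicate 1. The shares were 5.30% of 151 for replicate 2 and 5.37% of 149 for replicate 3. A regression over the genes that differ gave the c-kit- arrays weights of 0.14, 0.44 and 0.42. No biological explanation was tested, and the paper's text names no weights.

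The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In each comparison only 1 of the 10, the real split, gave a result as large. The real split gave 2331 and 2196 genes at an adjusted p under 0.05 from limma, and the highest of the others 0 and 0. At the study's thresholds it gave 1782 and 1451, against 78 and 78. Of the 29 genes and the 134 conserved genes it gave 29 and 132, against 0 and 0. Every other split mixes arrays of both populations in each group, so the difference between populations adds to the spread within groups. Few or no genes could pass there, and the study chose the 29 and the 134 genes on the real split. The comparisons of gene counts could thus hardly have come out otherwise. For the lists with camera's preset correlation it gave 16 of 27, against up to 12 in another split, where no gene passed. The group means of the other splits still hold part of the difference between populations. Whether the lists called there are false calls can therefore not be told from these splits.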
